# Sub-Optimal Paternal Diet at the Time of Mating Disrupts Maternal Adaptations to Pregnancy in the Late Gestation Mouse

**DOI:** 10.3390/nu16121879

**Published:** 2024-06-14

**Authors:** Afsaneh Khoshkerdar, Nader Eid, Vipul Batra, Nichola Baker, Nadine Holmes, Sonal Henson, Fei Sang, Victoria Wright, Jane McLaren, Kevin Shakesheff, Kathryn J. Woad, Hannah L. Morgan, Adam J. Watkins

**Keywords:** paternal diet, maternal health, foetal programming, cardio-metabolic health

## Abstract

Pregnancy represents a stage during which maternal physiology and homeostatic regulation undergo dramatic change and adaptation. The fundamental purpose of these adaptations is to ensure the survival of her offspring through adequate nutrient provision and an environment that is tolerant to the semi-allogenic foetus. While poor maternal diet during pregnancy is associated with perturbed maternal adaptations during pregnancy, the influence of paternal diet on maternal well-being is less clearly defined. We fed C57BL/6 male mice either a control (CD), low protein diet (LPD), a high fat/sugar Western diet (WD) or the LPD or WD supplemented with methyl donors (MD-LPD and MD-WD, respectively) for a minimum of 8 weeks prior to mating with C57BL/6 females. Mated females were culled at day 17 of gestation for the analysis of maternal metabolic, gut, cardiac and bone health. Paternal diet had minimal influences on maternal serum and hepatic metabolite levels or gut microbiota diversity. However, analysis of the maternal hepatic transcriptome revealed distinct profiles of differential gene expression in response to the diet of the father. Paternal LPD and MD-LPD resulted in differential expression of genes associated with lipid metabolism, transcription, ubiquitin conjugation and immunity in dams, while paternal WD and MD-WD modified the expression of genes associated with ubiquitin conjugation and cardiac morphology. Finally, we observed changes in maternal femur length, volume of trabecular bone, trabecular connectivity, volume of the cortical medullar cavity and thickness of the cortical bone in response to the father’s diets. Our current study demonstrates that poor paternal diet at the time of mating can influence the patterns of maternal metabolism and gestation-associated adaptations to her physiology.

## 1. Introduction

During pregnancy, maternal physiology undergoes dramatic and dynamic adaptations, affecting almost every organ system including the cardiovascular, metabolic, microbiome and skeletal systems [1]. These maternal adaptations, which have the fundamental purpose of supporting the development of her offspring, initiate shortly after conception and continue throughout early neonatal life. Inappropriate maternal adaptation(s) can impair a range of processes including transport of nutrients via the placenta, utero-placental blood flow and the development and growth of the foetus. Such impairments can also result in the development of conditions such as gestational diabetes and pre-eclampsia, both major causes of maternal and foetal mortality [2,3]. Furthermore, gestational diabetes has been associated with foetal overgrowth, while pre-eclampsia results in growth restriction [4,5,6], both of which can impact the long-term cardio-metabolic health of the offspring. Therefore, appropriate maternal physiological responses during pregnancy, in both humans and animals, are critical for ensuring the well-being of both the mother and her offspring.

During a normal pregnancy, maternal metabolic status changes dramatically, which associates with weight gain, elevated fasting blood glucose levels, insulin resistance, glucose intolerance, low grade inflammation and altered metabolic hormone levels. During early pregnancy, typically referred to as the anabolic phase, there is an increase in maternal lipid accumulation driven by increased food intake and lipogenesis [7]. Underlying the promotion of fat storage is an increase in the levels of hormones such as progesterone, leptin, prolactin and cortisol in addition to significant adipose tissue hypertrophy [7,8,9]. In contrast, glucose homeostasis is maintained by increasing insulin secretion through hypertrophy and hyperplasia of pancreatic β-cells [10]. This is critical as glucose is essential for supporting foetal development. In women, during the third trimester, metabolism switches into a net catabolic phase, due mainly to a decrease in insulin sensitivity and an increase in the levels of oestrogen. The result of these changes are significant increases in serum total cholesterol, triglycerides and low-density lipoprotein cholesterol [11,12,13,14]. Additionally, studies have observed significant rise in the levels of high-density lipoprotein cholesterol [11,15]. The relative gestational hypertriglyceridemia is driven by both an increased accumulation and production of triglyceride-rich lipoproteins in combination with a decreased clearance by the liver. The rise in the levels of these maternal lipids is critical for providing the necessary additional energy required to support foetal growth and placental function. Furthermore, in late pregnancy, the influence of increased oestrogen levels and insulin resistance decreases the activity of adipose lipoprotein lipase and hepatic lipase activity [16], resulting in increased levels of circulating lipids [17] and an increase in fatty acid synthesis. Typically, by late pregnancy, levels of plasma cholesterol are approximately 30% higher than in non-pregnant women, while levels of triglyceride are approximately 50% higher [18].

Paralleling the changes to the maternal metabolic status are modulations of the cardiovascular system. Following conception, the uterine spiral arteries are remodelled, promoted by vacuolation of endothelial cells and swelling of the vascular smooth muscle in response to the immune cells within the decidua [19]. The array of uterine immune cells, including T regulatory cells, dendritic cells and macrophages, as well as the factors they secrete such as vascular endothelial growth factor (VEGF), placental growth factors (PlGF), transforming growth factor-beta (TGF-β) and granulocyte macrophage colony stimulating factor (CSF2) [20,21], enable trophoblast invasion and the initiation of spiral artery remodelling. This remodelling forms the basis of subsequent changes in the maternal cardiovascular system. By the eighth week of gestation in women, changes in cardiac output are detected which increases by up to 50% by weeks 16–20 [22]. Such changes are enabled through reductions in vascular peripheral resistance [23] and allow for an increased uteroplacental blood flow while maintaining maternal blood pressure.

Previously, we have shown that a paternal low protein diet (LPD), with or without the addition of 1-carbon methyl donors and carriers such as folate, methionine and vitamin B12, impacts on a range of paternal, embryonic, foetal, placental and adult offspring parameters [24,25,26,27,28]. We have also observed differential profiles of maternal uterine cytokines and gene expression of immune cell markers following mating with LPD fed males [25]. These observations indicate that the quality of a father’s diet at the time of mating impacts on both his developing offspring as well as the gestating mother. Paternally mediated changes in uterine vascular remodelling, embryo invasion and placental development and endocrine function could all influence maternal cardio-metabolic health and adaptations during pregnancy [29]. Such perturbations to maternal gestational physiology would also impact significantly on foetal well-being and long-term health. Therefore, the aim of this exploratory study was to explore the impact of paternal under (LPD) and over (a high fat/sugar Western diet; WD) nutrition on late gestation maternal cardio-metabolic status. Furthermore, we explore whether supplementation with a mix of methyl donors negates any detrimental influences of these poor-quality diets.

## 2. Materials and Methods

### 2.1. Animal Treatments and Tissue Collection

All experimental procedures were approved by the local ethics committee (AWERB) on the 06/10/2017 at the University of Nottingham. All procedures were conducted under the UK Home Office Animal (Scientific Procedures) Act 1986 Amendment Regulations 2012, which transposed Directive 2010/63/EU into UK law. Eight-week-old male C57BL/6J males and females (Harlan Ltd., Belton, Leicestershire, UK) were maintained within the Bio Support Unit at the University of Nottingham. Animals were housed in controlled 12/12 h light/dark conditions with a constant temperature (21 °C ± 3 °C) and access to food and water ad libitum. After a short period of acclimatization, males were allocated to one of five diets consisting of either a control diet (CD: 18% casein, 61% carbohydrate of which 21% are sugars, 10% fat), an isocaloric low protein diet (LPD: 9% casein, 69% carbohydrate of which 24% are sugars, 10% fat), the LPD supplemented with methyl donors and carriers (MD LPD; 5 g/kg diet choline chloride, 15 g/kg diet betaine, 7.5 g/kg diet methionine, 15 mg/kg diet folic acid, 1.5 mg/kg diet vitamin B12), a Western diet (WD: 19% casein, 44% carbohydrate of which 35% are sugars, 21% fat) or a Western diet supplemented with methyl donors and carriers (MD-WD; 5 g/kg diet choline chloride, 15 g/kg diet betaine, 7.5 g/kg diet methionine, 15 mg/kg diet folic acid, 1.5 mg/kg diet vitamin B12). All diets were commercially manufactured (Special Dietary Services Ltd., Witham, UK) and their full composition are detailed in Supplementary Materials (Table S1). Males (*n* = 8) were maintained on their respective diets for a minimum of 7 weeks prior to mating with virgin 8–12-week-old C57BL/6J females (*n* = 8). All females were mated with a separate male and maintained on standard chow (Rat and Mouse No.1 Maintenance chow diet, Special Dietary Services Ltd., Witham, UK). Pregnancy in females was confirmed by the presence of a vaginal plug (embryonic day 0.5; E0.5). Dams were culled via cervical dislocation at E17.5, and litter size was recorded. Samples of maternal liver and whole hearts were snap frozen in liquid nitrogen prior to storage at −80 °C. Maternal blood was collected via heart puncture, allowed to clot on ice and centrifuged at 10,000× *g*, 4 °C for 10 min prior to storage of the serum at −80 °C. Maternal faecal pellets were collected from the descending colon in nuclease-free tubes using sterile forceps and stored at −20 °C.

### 2.2. Assessment of Maternal Metabolic Status

Maternal liver cholesterol level was quantified using the Cholesterol Quantitation Kit (MAK043; Sigma-Aldrich, Gillingham, UK) in accordance with the manufacturer’s instructions. Briefly, approximately 10 mg of frozen liver tissue was ground to a powder using a pestle and mortar placed on dry ice. Samples were disrupted in 200 μL of a chloroform–isopropanol–IGEPAL (7:11:0.1; Sigma-Aldrich, Gillingham, UK) solution using a TissueLyser II (Qiagen, Manchester, UK). Samples were centrifuged at 13,000× *g* for 10 min to remove cellular debris. The organic phase was transferred to a new tube and dried under vacuum to remove excess chloroform. Samples were reconstituted in an assay buffer, prior to incubation with a cholesterol probe and a cholesterol esterase enzyme mix, in accordance with the manufacturer’s instructions. Samples were incubated at room temperature for 60 min and analysed in duplicate at 585 nm using an iMark Microplate Reader (Bio-Rad, Watford, UK).

Maternal liver free fatty acid levels were quantified using the Free Fatty Acid Quantitation Kit (MAK044; Sigma-Aldrich, Gillingham, UK) in accordance with the manufacturer’s instructions. Briefly, approximately 10 mg of frozen liver tissue was ground to a powder using a pestle and mortar placed on dry ice prior to disruption in 200 μL of a 1% (*w*/*v*) Triton X-100 in chloroform (Sigma-Aldrich, Gillingham, UK) solution using a TissueLyser II (Qiagen, Manchester, UK). The sample was centrifuged at 13,000× *g* for 10 min. The organic phase was removed and dried under vacuum before being reconstituted in assay buffer, prepared in accordance with the manufacturer’s instructions. Samples were analysed in duplicate at 570 nm using an iMark Microplate Reader (Bio-Rad, Watford, UK).

Maternal liver triglyceride levels were measured using the Triglyceride Quantification Kit (MAK266; (Sigma-Aldrich, Gillingham, UK) in accordance with the manufacturer’s instructions. Briefly, approximately 100 mg of frozen liver tissue was ground to a powder using a pestle and mortar placed on dry ice prior to disruption in 1 mL of 5% Nonidet P40 (Sigma-Aldrich, Gillingham, UK) using a TissueLyser II (Qiagen, Manchester, UK). The sample was centrifuged at 13,000× *g* for 10 min prior to analysis of the supernatant in accordance with the manufacturer’s instructions. Samples were analysed in duplicate at 595 nm using an iMark Microplate Reader (Bio-Rad, Watford, UK).

Maternal Serum glucose levels were determined using a glucose colorimetric detection kit (EIAGLUC; Thermo Fisher Scientific, Loughborough, UK) in accordance with the manufacturer’s instructions. Samples were measured in duplicate at 595 nm using an iMark Microplate Reader (Bio-Rad, Watford, UK). Serum insulin levels were determined using a rat/mouse insulin ELISA kit (EZRMI-13K; EMD Millipore Corporation, Burlington, MA, USA) in accordance with the manufacturer’s instructions. Samples were measured in duplicate at 450 nm using an iMark Microplate Reader (Bio-Rad, Watford, UK).

### 2.3. Maternal Gut Microbiota Sequencing

DNA was isolated from maternal faecal pellets using the QIAamp DNA stool mini kit (Qiagen, Manchester, UK) in accordance with the manufacturer’s instructions. Sequencing was conducted as described previously [28]. Briefly, sequencing was conducted on the V3-V4 region of the 16S rRNA gene in accordance with Illumina 16S Metagenomic Sequencing Library Preparation protocol. The 16S rRNA amplicons were generated using forward 5′ (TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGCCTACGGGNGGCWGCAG) and Reverse 5′ (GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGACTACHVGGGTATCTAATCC) primers, flanked by Illumina adapter-overhang sequences. Illumina dual index barcodes (Illumina XT Index Kit v2, Set A: FC-131-2001; Illumina, Cambridge, UK) were attached to each amplicon. PCR clean-up was conducted using AMpure XP beads (Beckman; A63882; High Wycombe, UK). Library fragment-length distributions were analysed using the Agilent TapeStation 4200 and the Agilent D1000 ScreenTape Assay (Agilent; 5067-5582 and 5067-5583; Stockport, UK). Libraries were pooled in equimolar amounts, and the pool was size-selected using the Blue Pippin (Sage Science; Beverly, MA, USA) and a 1.5% Pippin Gel Cassette (Sage Science; BDF2010; Beverly, MA, USA). Sequencing was performed by Deep Seq at the University of Nottingham on an Illumina MiSeq using a MiSeq Reagent Kit v3 (600 cycle) (Illumina; MS-102-3003; Illumina, Cambridge, UK) to generate 300 bp paired-end reads. Raw reads were processed by the Qiime2 pipeline and trimmed. Greengenes version 13.8 was used in the classification [30].

### 2.4. Maternal Liver RNA-Seq

Total RNA was isolated from samples of maternal liver using the RNeasy Mini plus kit (Qiagen, Manchester, UK), in accordance with the manufacturer’s instructions. RNA quantity and quality were initially assessed by Nanodrop. Stranded RNA-seq libraries were prepared from 500 ng of total RNA per sample, using the NEBNext Ultra II Directional RNA Library Preparation Kit for Illumina (NEB; E7760) and NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Pairs) (NEBNext; E6440). Prior to library preparation, total RNA was treated with QIAseq FastSelect -rRNA HMR (Cat: 334222, Qiagen, Manchester, UK) to prevent any rRNA present from being converted into the sequencing library. Libraries were quantified using the Qubit Fluorometer and the Qubit dsDNA HS Kit (ThermoFisher Scientific; Q32854; Loughborough, UK). Library fragment-length distributions were analysed using the Agilent 4200 TapeStation and the Agilent High Sensitivity D1000 ScreenTape Assay (Agilent; 5067-5584 and 5067-5585; Stockport, UK). Libraries were pooled in equimolar amounts and final library quantification was performed using the KAPA Library Quantification Kit for Illumina (Roche; KK4824; Welwyn Garden City, UK). The library pool was sequenced on the Illlumina NextSeq500 over three NextSeq500 High Output 150 cycle kits (Illumina; 20024907; Cambridge, UK) to generate over 40 million pairs of 75 bp paired-end reads per sample. Raw reads were trimmed of Illumina adapters and low quality (Q < 20) nucleotides using TrimGalore (v 0.6.7). Reads shorter than 15 bp were discarded. Trimmed reads were aligned to the Mus musculus reference genome GRCm39 using HISAT2 (v 2.2.1). StringTie (v 2.2.1) was used to assemble genes and calculate gene abundance. Differential expression analysis was performed using DESeq2 (within version 3.0 of Bioconductor). Liver RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) at NCBI under accession number: GSE265783.

### 2.5. Maternal Femur µ-CT Analysis

Maternal femurs were dissected free from muscle prior to fixation in 4% neutral buffered formalin (Sigma, UK) at room temperature overnight and subsequent storage in 70% ethanol prior to analysis. Whole femurs were scanned using a Skyscan 1174 µ-CT scanner (Bruker, Belgium). All scans were taken at 50 kVa and 800 µA with a 0.5 mm aluminium filter, 3600 ms exposure time, 180° tomographic rotation and a Voxel resolution of 17.84 µm^2^. Individual two-dimensional cross-sectional images were reconstructed using Bruker NRecon software (version 1.7.4.6). Stacks of images for each individual femur were imported into BoneJ [31], and the total number of sections was defined. Identification of the trabecular and cortical regions for analysis was defined based on the first appearance of a bridging connection of the low-density growth plate chondrocyte seam. Using this as a standard anatomical set point, an offset of 3% of the total bone length towards the femoral head from the reference growth plate was used to define the start of the trabecular region of interest, and a series of trabecular sections representing 5% of the total bone length was analysed. For the analysis of the cortical bone, the mid bone position was defined based on the total length of the bone, and an offset of 2.5% of the total bone length towards the femoral head was used to define the start of the cortical region. A series of cortical sections representing 5% of the total bone length was analysed. Using BoneJ, measurements of trabecular and cortical bone volume (Bv), total volume (Tv), bone volume fraction (Bv/Tv), trabecular thickness (Tb.Th), medullary cavity volume (Mv) degree of anisotropy (Da), connectivity density (Con.D), maximum moment of inertia (Imax) and minimum moment of inertia (Imin) were defined. In addition, cortical bone volume (Cb-V), cross section area (Cb-Cx) and thickness (Cb-Th) and the volume of the medullary cavity (Cb-Mv) were also defined.

### 2.6. Maternal Cardiac Gene Expression

Total RNA was extracted from frozen maternal heart tissue using the RNeasy Plus Mini Kit (Qiagen, Manchester, UK). Whole hearts were powdered using a pestle and mortar over dry ice. No more than 25 mg of powdered tissue was disrupted in the kit’s lysis buffer using the TissueLyser II (Qiagen, Manchester, UK) prior to RNA isolation in accordance with the manufacturer’s instructions. cDNA synthesis was performed using the TaqMan™ Reverse Transcription Reagents kit (N8080234; ThermoFisher Scientific, Loughborough, UK) according to manufacturer’s protocol with 1 μg input of RNA. Real-time quantitative PCR (RT-qPCR) was performed as previously outlined [27]. Briefly, reactions consisted of 5 ng cDNA and 175 nM forward and reverse primers (Eurofins Genomics, Ebersberg, Germany) with 1× Precision SYBR Green Mastermix (PrimerDesign, Southampton, UK), and RT-qPCR was performed using an Applied Biosystems 7500 Fast system. Gene expression was analysed using the delta–delta Ct method relative to CD expression. The GeNorm method used to normalise gene expression, as previously described [32] to two reference genes phosphoglycerate kinase 1 (Pgk1) and tubulin, alpha 1a (Tuba1a). All primer sequences are detailed in Supplementary Materials (Table S2).

### 2.7. Statistical Analyses

All maternal (*n* = 8) data were analysed using GraphPad Prism (version 10) or SPSS (version 28). Data were assessed initially for normality (Shapiro–Wilk and Kolmogorov–Smirnov tests) prior to analysis using one-way ANOVA for normally distributed data or a Kruskal–Wallis test for non-normally distributed data with an appropriate post hoc test for correction of multiple group comparisons. Where appropriate, data were corrected for multiple comparisons using the Benjamini–Hochberg False Discovery Rate (FDR) method. Correlations between parameters were conducted using Pearson correlation. Significance was taken at *p* < 0.05.

## 3. Results

### 3.1. Maternal Physiology and Metabolic Status

On the day immediately after mating (E0.5), there were no significant differences in mean body weight between any of the female groups. Similarly, there were no differences in mean maternal body weight when the females were culled at gestational day 17.5 (E17.5; Figure 1A), in the % weight gain from E0.5 to E17.5 (Figure 1B) or in the raw weight of the maternal heart (Figure 1C) or liver (Figure 1D). Additionally, there were no differences in mean litter size between groups (Figure 1E). While there were minimal differences between the groups in relation to mean body/organ weights, we identified group-specific correlative traits. In all groups, we identified significant positive correlations between maternal weight at day E17 and total weight gained over pregnancy. In females mated with CD fed males, we also observed a positive association between maternal E17.5 weight and the weight of the heart, liver and kidneys (Figure 1F, *p* < 0.03). However, in females mated with LPD and MD-LPD fed males, only a positive association between maternal weight and kidney weight existed (Figure 1G,H), while in in females mated with WD and MD-WD fed males, the association was between maternal weight and liver weight (Figure 1I,J). In females mated with CD fed males, we observed significant negative correlations between weight gained per foetus, maternal weight gain and litter size (Figure 1F, *p* < 0.03). However, such negative associations between increases in litter size (and hence maternal weight gain) and weight per foetus were not observed in any of the other groups (Figure 1G–J). Analysis of maternal hepatic and serum metabolite levels revealed no difference in mean hepatic triglyceride (Figure 1K), free fatty acids (Figure 1L) and cholesterol (Figure 1M), or in serum insulin (Figure 1N) or glucose (Figure 1O).

### 3.2. Impact of Paternal Diet on Late Gestation Maternal Gut Microbiota

To investigate whether paternal diet influenced late gestation maternal gut bacterial diversity, we sequenced the hypervariable V3–V4 region of the bacterial 16S rRNA gene (see Supplementary Materials for full sequencing data; Data S1). We observed no difference in bacterial diversity between groups (Figure 2A,B). Principle component analysis (PCA) showed all groups clustered similarly (Figure 2C). Analysis of bacterial profiles at the phylum (Figure 2D) and family (Supplementary Data S1) levels showed no significant differences between treatment groups. Furthermore, the assessment of the relationship between the abundance of Bacteroidetes and Firmicutes showed no differences between groups (Figure 2E). However, to understand whether poor paternal diet may influence the broader maternal bacterial profiles, we correlated each bacterial component at the family level with each other. All groups showed a significant positive correlation between the abundance of Actinobacteria and Bifidobacteriaceae (*p* < 0.05; Figure 2F–J), as well as a significant negative correlation between the abundance of Firmicutes and Bacteroidetes (*p* < 0.05; Figure 2F–J). In females mated with CD fed males, we observed a significant positive correlation between Tenericutes and Proteobacteria (r = 0.99, *p* < 0.0001; Figure 2F) which was not present in any of the other groups. In females mated with LPD fed males, we observed a significant positive association between the abundance of Proteobacteria and Actinobacteria (r = 0.87, *p* = 0.024; Figure 2G), an association also seen in females mated to WD fed males (r = 0.95, *p* = 0.004; Figure 2I) as well as a negative association between unclassified bacteria, termed ‘Others’ and Firmicutes (r = −0.82, *p* = 0.046). In females mated with MD-LPD fed males, we observed a positive correlation between ‘Others’ and Protobacteria (r = 0.92, *p* = 0.001), as well as significant associations between the abundance of Bifidobacteriaceae with ‘Others’ (r = 0.90, *p* = 0.014) and with Tenericutes (r = 0.091; *p* = 0.013) (Figure 2H). In females mated with MD-LPD fed males, we also observed significant positive correlations between Deferribacteres and Firmicutes (r = 0.89, *p* = 0.017; Figure 2H) and a negative association between Deferribacteres and Bacteroidetes (r = −0.95, *p* = 0.004; Figure 2H), associations which were not present in the other groups. In females mated with WD fed males, we observed a significant positive correlation between Proteobacteria and Bifidobacteriaceae (r = 0.91, *p* = 0.01; Figure 2I) and a negative association between Proteobacteria and Firmicutes (r = −0.87, *p* = 0.024; Figure 2J). Finally, in females mated with MD-WD fed males, we observed a positive association between ‘Others’ and Protobacteria (r = 0.92, *p* = 0.008; Figure 2J).

### 3.3. Comparison of Maternal Late Gestation Liver Transcriptome

To explore further the potential influences of paternal diet on maternal metabolic status, we conducted RNA-Seq on samples of maternal liver (RNA-Seq data are currently being deposited in the Gene Expression Omnibus). 

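The maternal livers came from 30 pregnant females in late gestation, 6 in each of the 5 groups, and each female had been mated with a separate male fed CD, LPD, MD-LPD, WD or MD-WD. Stranded libraries were prepared after removal of ribosomal RNA. The authors trimmed the reads with TrimGalore, aligned them to GRCm39 with HISAT2, calculated gene abundance with StringTie and tested differential expression with DESeq2. The deposited table held 36359 genes in 30 livers as gene counts divided by each liver's DESeq2 size factor, which ranged from 0.862 to 1.17. Whole reads could be recovered for 100% of the values. Between 61646169 and 89692462 reads per liver were counted on genes, with a median of 82048754 for CD, 77204726 for LPD, 76192602 for MD-LPD, 79111046 for WD and 76155344 for MD-WD. The paper states over 40 M read pairs per sample, and the median over all livers here is 38.3 M pairs if both reads of a pair were counted. The values below are those of the counted reads. For differential expression, limma was fitted to log2(normalized count + 1) over all 30 livers, for the 22781 genes with a normalized count of at least 5 in at least 6 livers. Each fold change is the diet group relative to CD, so a positive log2 fold change is a higher value in females mated with males on that diet. For genes with low counts it can be smaller or larger than the change estimated by DESeq2. The threshold was the paper's unadjusted one, with Benjamini-Hochberg adjustment given beside it.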

Using a *p*-value of < 0.05 and no log2 fold-change cut-off, we detected 743, 934, 540 and 508 differentially expressed genes between females mated with CD and LPD, MD-LPD, WD and MD-WD males, respectively (Figure 3A–D). 

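With an unadjusted p under 0.05, 1538 genes differed between females mated with LPD and CD males, of which 960 were higher and 578 lower in the LPD group. The number was 1070 for MD-LPD (555 higher and 515 lower), 1081 for WD (709 higher and 372 lower) and 767 for MD-WD (430 higher and 337 lower). Among 22781 genes tested, 1139 are expected below this threshold by chance if each p is exact, but 100 permutations of the 30 group labels gave lower medians, 958.5 for LPD, 878 for MD-LPD, 924 for WD and 965.5 for MD-WD. As many genes as observed were found in 20, 37, 42 and 71 of the permutations. No gene had an adjusted p under 0.05 in limma in any of the 4 comparisons, where the smallest adjusted p was 0.723 for LPD, 0.25 for MD-LPD, 0.111 for WD and 0.412 for MD-WD. The choice that moved the number for LPD most was weighting each liver by its quality, which gave 3439 genes. In the LPD comparison, the smallest p was that of Arfgap1 (ENSMUSG00000027575, chromosome 2 of GRCm39, 180608850 to 180624899), with 1498 ± 113 normalized counts (SD, n = 6) in the LPD group and 1254 ± 114 (SD, n = 6) in the CD group. Its log2 fold change was 0.26 (standard error 0.06) and all 6 LPD livers lay above the CD mean. Prap1 followed with a log2 fold change of 3.46 (standard error 0.82), although 1 LPD liver held most of its counts. In the WD comparison, Erdr1x (ENSMUSG00000095562, chromosome X, 168792690 to 168801793) had 704 ± 326 normalized counts (SD, n = 6) against 207 ± 79.5 (SD, n = 6) in CD, a log2 fold change of 1.73 (standard error 0.31). Erdr1y, its near-identical copy annotated on chromosome Y, had a log2 fold change of 1.78 (standard error 0.34). The livers are from females, so the reads counted on Erdr1y come from elsewhere. The counting could have split reads between the 2 copies, so the value of each is uncertain. Their sum, which such a split leaves unchanged, was 2123 ± 1007 normalized counts (SD, n = 6) against 620 ± 258 (SD, n = 6) in CD. In the MD-LPD comparison, Gm21986 had a log2 fold change of -3.2 (standard error 0.70) in limma and -1.96 in DESeq2. The long non-coding RNA Gm45406 (ENSMUSG00000110258, chromosome 8, 78009490 to 78012836) had no reads in any CD liver and 6.61 ± 4.26 normalized counts (SD, n = 6) in the MD-LPD group, at least 2.22-fold higher. It was also at least 1.73-fold higher in LPD, 1.77-fold in WD and 1.95-fold in MD-WD. In DESeq2 over all genes, a setting added after the data were seen, its adjusted p was 0.0113 for LPD, 0.00361 for MD-LPD, 0.0105 for WD and 0.0154 for MD-WD. In the MD-WD group the pseudogene Gm9077, also without reads in CD, was at least 6.58-fold higher.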

We conducted subsequent pathway and ontology analysis using differentially expressed genes with a *p*-value of < 0.05 and no log2 fold-change cut-off in order to obtain a broader understanding of potentially subtle changes in maternal metabolic status and the interplay between them. Interestingly, we observed minimal overlap in the number of shared up- and down-regulated genes between each group (Figure 3E,F). 

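Of the genes below the threshold, 996 were so in the LPD comparison alone in their direction, which is 64.8% of the LPD total. The share was 69.5% for MD-LPD (744 genes), 57.4% for WD (621 genes) and 57.1% for MD-WD (438 genes). Because the 4 comparisons use the same CD livers, their log2 fold changes correlate even when no diet has an effect. Across genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.44 for LPD and MD-LPD and 0.54 for WD and MD-WD. The medians over 100 permutations of the 30 group labels were 0.51 and 0.52. The highest r was 0.58, between LPD and WD, where 11 of the 100 permutations gave an r as high. In limma, these 2 diets also had the largest number of genes below the threshold in exactly 2 diets, 172 higher and 34 lower. The medians over the permutations were 35 and 34.5. For LPD and WD, 4 of the 100 permutations gave as many higher genes and 10 gave as many over both directions. This pair was picked as the largest. Over both directions, the largest of the 6 pairs held at least 206 genes in 32 of the 100 permutations. In DESeq2 over genes with an assigned name, added after the data were seen, LPD and WD alone shared 49 higher and 31 lower genes. There LPD and MD-LPD shared more over both directions, with 43 higher and 64 lower.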

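In the limma fit, 64 genes were lower at an unadjusted p under 0.05 in females mated with LPD and MD-LPD males and in neither WD nor MD-WD. Permuting the 30 group labels, which keeps a shared control group, gave a median of 32 such genes over 100 permutations, and 20 of the permutations gave at least as many. For nearly all genes the paper names, its directions match the deposited values only with the sign reversed. On that scale the lower genes here compare with the paper's up-regulated genes, and the higher genes with its down-regulated ones.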

Between females mated with LPD and MD-LPD males, there were only 33 uniquely shared down-regulated genes (Figure 3E). Similarly, between females mated with WD and MD-WD males, we identified only 15 unique genes in common between the two groups. 

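For WD and MD-WD, 36 genes were lower in both of these groups alone, which compare with the paper's up-regulated genes. The permuted labels gave a median of 31.5 such genes, and 44 of the 100 permutations gave at least as many.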

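At an unadjusted limma p under 0.05, 3 genes were lower than CD in all 4 diets, Sla2, Cyyr1 and 2010109A12Rik, of which the last is named after its values were seen. The number higher than CD in all 4 was 29, with Erdr1x and Erdr1y counted separately. This higher set is the one that compares with the paper's down-regulated genes. Under permuted labels the medians were 9 lower and 23 higher genes. Cyyr1 (ENSMUSG00000041134, chromosome 16 of GRCm39, 85218421 to 85350285) had 945 ± 107 normalized counts (SD, n = 6) in the CD group and 786 ± 18.3 (SD, n = 6) in the MD-LPD group. Its log2 fold change ranged from -0.26 in MD-LPD to -0.20 in MD-WD.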

When comparing the differentially expressed down-regulated gene profiles across all four experimental diet groups, 17 genes were common to all four diets (Figure 3E). A similar pattern was observed for common up-regulated genes. 

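Genes higher at an unadjusted limma p under 0.05 in LPD and MD-LPD alone numbered 54, where permuted labels gave a median of 35.5 and 23 of 100 permutations gave at least as many. For WD and MD-WD alone the number was 31, where permuted labels gave a median of 36 and 62 permutations gave at least as many. With the paper's directions reversed, both sets compare with its down-regulated genes.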

Here, 56 and 28 genes were common between females mated with LPD and MD-LPD fed males and between females mated with WD and MD-WD fed males, respectively (Figure 3F). Only one single gene, Src-like-adapter 2 (Sla2), was upregulated in all four groups (Figure 3F). 

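Sla2 (ENSMUSG00000027636, chromosome 2 of GRCm39, 156714342 to 156729160) encodes an adapter protein of lymphocyte receptor signalling. It had 40.9 ± 11 normalized counts (SD, n = 6) in the CD group. The value was 24 ± 11.1 (SD, n = 6) for LPD, 21.2 ± 10.2 (SD, n = 6) for MD-LPD, 22.6 ± 6.17 (SD, n = 6) for WD and 22.9 ± 7 (SD, n = 6) for MD-WD. The log2 fold change was -0.82 for LPD, -1.02 for MD-LPD, -0.83 for WD and -0.82 for MD-WD, each with a standard error of 0.31. Each diet differed from CD in a two-sided exact permutation test (p = 0.0325, p = 0.013, p = 0.00866 and p = 0.0108), and all 6 livers of each diet lay below the CD mean. The study picked Sla2 on these livers, and the 4 tests share the CD livers, so they are not independent evidence. The adjusted limma p was 0.723 or more in each comparison. With any 1 liver left out, the log2 fold change stayed between -1.16 and -0.66 over the 4 comparisons.

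**Figure D1:**
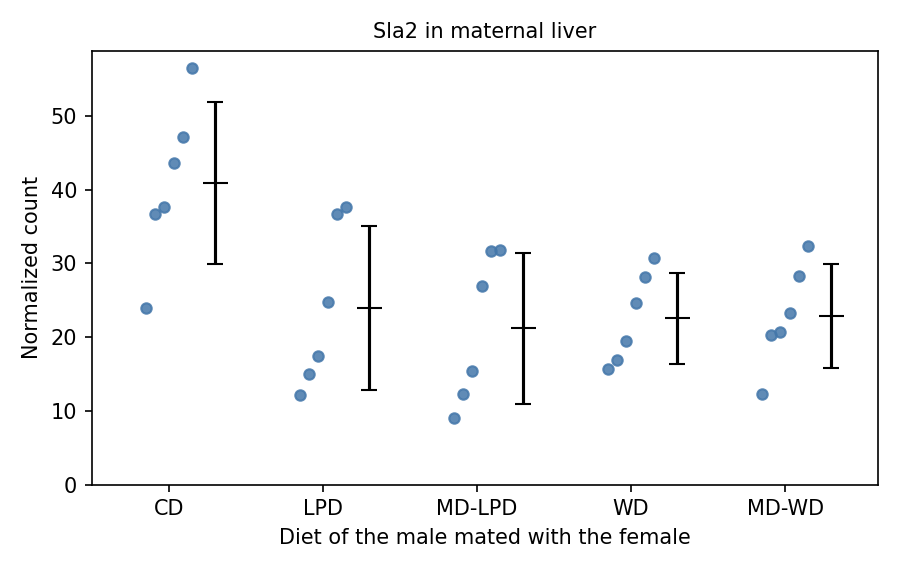
Normalized count of Sla2 in each maternal liver (points, n = 6 per group) by the diet of the male, with the mean and SD of each group beside the points. The CD livers have a mean of 40.9 and the diet groups have means between 21.2 and 24.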

In total, 23 genes were identified as being significantly differentially expressed in all groups (Figure 3G). 

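Of the 23 genes in Figure 3G, 22 were matched by name in the deposited table. In limma, 16 of the 22 were below an unadjusted p of 0.05 for LPD, 16 for MD-LPD, 16 for WD and 19 for MD-WD, and 10 were so in all 4 diets. With DESeq2 on the recovered reads, all 22 were below the threshold in all 4 diets. The study selected these genes with DESeq2 on the same livers, so this is not independent evidence. In each diet 20 of the 22 were higher than in CD, and only Sla2 and Cyyr1 were lower. In 8 of the 22, no CD liver had a read. Fmr1nb (ENSMUSG00000062170, chromosome X of GRCm39, 67805387 to 67848175), 1 of these 8, had reads in 4 LPD, 6 MD-LPD, 3 WD and 2 MD-WD livers, and was at least 10.8-fold, 24-fold, 9.88-fold and 3.02-fold higher than CD. Each bound rests in part on 1 liver. Without the highest liver of its group, Fmr1nb was at least 6.22-fold higher in LPD, 15.2-fold in MD-LPD and 4.68-fold in WD, and the MD-WD mean was below the floor. Lrp8 had reads in 4 or 5 livers of every diet group and was at least 1.73-fold to 2.54-fold higher, or 1.32-fold to 1.95-fold without the highest liver of each group. The floor used for these bounds was 3 reads, and Trim71, Unc5cl and Efcab12 each had a diet mean below it in 1 diet, for which no fold can be given.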

Cluster analysis of these common genes indicated that females mated with WD and MD-WD males clustered together, while females mated with LPD fed males showed the most variability in levels of expression. These data indicate that each of the paternal diets has a largely unique impact on the transcriptomic profile in the maternal liver.

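Over the log2 fold changes of the 22 matched genes, the 2 closest diets by Euclidean distance with complete linkage were LPD and WD, at a distance of 2.25. WD and MD-WD were at 2.44, the same as LPD and MD-WD to this precision. MD-LPD lay farthest from the others, at 4.69 from MD-WD. The distances rest on genes with few reads. With the genes restricted to a mean normalized count of at least 50, which leaves 9, WD and MD-WD were closest, at 0.154. The SD of the 22 log2 fold changes was 0.96 for LPD, 1.27 for MD-LPD, 1 for WD and 0.95 for MD-WD. Between the 6 livers of a group, the mean SD over these genes was 0.90 for LPD, 0.91 for MD-LPD, 0.93 for WD and 0.91 for MD-WD.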

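Over all 22781 genes, paternal diet accounted for 14% of the variance between the 30 livers (PERMANOVA on Euclidean distances, permutation p = 0.356), where 13.8% is expected for 5 groups without any difference. With 1 minus the Spearman correlation as the distance, the share was 15% (permutation p = 0.247). The paper states that most of the effect of each paternal diet on maternal liver transcripts is particular to that diet.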

Pathway and gene ontology analysis of the differentially expressed maternal genes identified significant (Padj < 0.01) upregulation of genes associated with protein transport (GO:0015031), lipid metabolism (GO:0006629) and endosome organisation (GO:0007032) in females mated with LPD fed males when compared to female mated with CD fed males (Figure 3H). In contrast, pathways associated with mRNA splicing (GO:0008380) and processing (GO:0006397) were significantly (Padj < 0.01) down regulated. 

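In place of ontology terms, 13 gene families defined by gene symbols before the data were examined were tested with camera in limma over 52 combinations of family and diet. The 96 enzymes of fatty acid and lipid metabolism had a median log2 fold change of -0.11 in the LPD group (adjusted p = 1.53e-05 from camera in limma), with 73 lower and 23 higher than in CD. The 201 genes of protein and vesicle transport had a median of -0.04 (adjusted p = 0.000177 from camera in limma, 132 lower) and the 46 genes of endosome sorting a median of -0.04 (adjusted p = 0.00121 from camera in limma, 32 lower). Camera was run with a preset correlation between genes of 0.01. With the correlation estimated from the livers the adjusted p was 0.539 for all 3 families, and with fry it was 0.487, so that none of these calls held. The ubiquitin conjugation and proteasome genes, with a median of -0.05, and the respiratory chain genes (adjusted p = 0.0175 from camera in limma) were also lower in LPD by camera, but not with fry.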

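The 87 mRNA splicing factors had a median log2 fold change of 0.02 in the LPD group (adjusted p = 0.151 from camera in limma), with 52 higher and 35 lower than in CD. At an unadjusted p under 0.05, 8 of them were higher and 0 lower. With quantile normalization between livers the adjusted p from camera was 0.00325, also higher.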

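In females mated with MD-LPD males, the protein and vesicle transport genes did not differ from CD (adjusted p = 0.418 from camera in limma), and their direction in camera changed with quantile normalization. The 209 genes of ubiquitin conjugation and the proteasome had a median log2 fold change of -0.03 (adjusted p = 0.00774 from camera in limma), with 128 lower and 81 higher. The 84 respiratory chain genes had a median of 0.06 (adjusted p = 0.00561 from camera in limma), with 59 higher and 25 lower. For the 466 zinc finger transcription factors, 225 were higher and 241 lower (adjusted p = 0.716 from camera in limma). The sign of the median over the transport genes and over the zinc finger genes changed with TMM normalization. With fry the adjusted p was 0.645 for the ubiquitin genes and 0.743 for the respiratory chain. The enzymes of lipid metabolism were lower in this group (adjusted p = 0.0177 from camera in limma), but this rests on replicate 3, without which their direction in camera reversed (adjusted p = 0.888 from camera in limma), and neither fry nor the estimated correlation gave the call.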

In females mated with MD-LPD fed males, genes associated with protein transport were also upregulated (Figure 3I), regulation of transcription and ubiquitin-dependent protein catabolic process (GO:0006511) and the respiratory chain (GO:0042773) were also upregulated (Padj < 0.01). In contrast, multiple genes associated with innate immunity, chemotaxis and stress responses were down regulated when compared to females mated with CD fed males. 

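Among the immune families in the MD-LPD group, the 25 complement genes had a median log2 fold change of 0.12 (adjusted p = 0.00193 from camera in limma), with 23 higher and 2 lower than in CD. The 32 histocompatibility genes and the 53 chemokines and receptors each had a median of 0.17, with 24 and 35 genes higher. These values rest on the liver of MD-LPD replicate 3, without which the adjusted p from camera in limma was 0.767 for complement, 0.817 for histocompatibility genes and 0.695 for chemokines and receptors. The 75 heat shock proteins were divided, with 39 higher and 36 lower (adjusted p = 0.747 from camera in limma), and their direction in camera changed with quantile normalization.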

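In females mated with WD males, the ubiquitin conjugation and proteasome genes had a median log2 fold change of -0.04 (adjusted p = 0.000167 from camera in limma), and 147 of 209 were lower than in CD. The zinc finger transcription factors had a median of 0.04 (adjusted p = 0.151 from camera in limma), with 279 of 466 higher. With quantile normalization the adjusted p of the ubiquitin genes from camera was 0.109, and with fry it was 0.487. The smallest adjusted p in WD was that of the respiratory chain, with a median of -0.07 and 71 of 84 genes lower (adjusted p = 1.98e-05 from camera in limma, and 0.642 with fry). The transport (0.000475), endosome sorting (0.00256) and complement genes (0.00506) were also lower by the adjusted p of camera, but none passed with fry.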

In females mated with WD fed males, only ubiquitin-dependent protein catabolic (GO:0006511) and transcription (KW-0804) processes (Figure 3J) were significantly up- and down-regulated, respectively (Padj < 0.05). Finally, in females mated with MD-WD fed males, we observed up-regulation of genes involved in ubiquitin-dependent protein catabolic process (GO:0006511) and protein transport (GO:0015031), while genes associated with heart development (GO:0007507) and cell–cell adhesion (GO:0098609) were decreased (Figure 3K) when compared to females mated with CD fed males (Padj < 0.001).

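In the MD-WD group, 139 of the 209 ubiquitin conjugation and proteasome genes were lower than in CD (adjusted p = 0.000214 from camera in limma). All but 70 of the 201 transport genes were lower too (adjusted p = 0.00561 from camera in limma). With fry the adjusted p was 0.487 for the ubiquitin genes and 0.634 for the transport genes, so neither call held. The 53 genes of the sarcomere and cardiac development had a median log2 fold change of 0.08 (adjusted p = 0.00506 from camera in limma), with 41 higher and 12 lower. With fry the unadjusted value for this family was 0.019 and the adjusted p was 0.487. For cell-cell adhesion, 60 of 100 genes were higher (adjusted p = 0.151 from camera in limma). The lipid enzymes (0.00629), heat shock proteins (0.00941), endosome sorting genes (0.0234) and splicing factors (0.0275) were lower in MD-WD by the adjusted p of camera, but none passed with fry.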

### 3.4. Maternal Late Gestation Cardiac Gene Expression

To determine if maternal cardiac health may be altered in response to poor paternal diet, we assessed the expression of genes central in the regulation of cardiac function. We observed no difference in the Ct values of the reference genes phosphoglycerate kinase 1 (Pgk1) or tubulin, alpha 1A (Tuba1a) (Figure 4A,B). Additionally, we observed no difference in the relative expression of angiotensin converting enzyme 2 (Ace2, Figure 4C), adrenergic receptor, beta 1 (Adrb1, Figure 4D), angiotensin II receptor, type 1a (Agtr1a, Figure 4E) or the ATPase, Ca2+ transporting, plasma membrane 1 (Atp2b1, Figure 4F) between groups.

### 3.5. Maternal Late Gestation Femur Trabecular Bone Morphology

Finally, to determine whether paternal diet at the time of conception could also affect other maternal systems, we analysed maternal femur morphology by µCT. Initially, we observed that femurs from females mated with MD-LPD fed males were significantly longer than femurs from CD mated females (*p* = 0.023; Figure 5A). However, there were no differences in mean femur volume between any of the groups (Figure 5B). Morphological analysis of the trabecular bone (Figure 5C) identified significant differences in total trabecular volume (Tv) between females mated with MD-LPD fed males and females mated with MD-WD fed males (*p* = 0.047; Figure 5D). However, there were no differences in trabecular bone volume (BV; Figure 5E), in Bv:Tv ratio (Figure 5F) or in trabecular thickness (Tb:Th; Figure 5G). Finally, analysis of the number of connected trabeculae in the image (ConD) revealed a significant reduction in females mated with MD-LPD fed males when compared to female mated to LPD fed males (*p* = 0.049; Figure 5H).

### 3.6. Maternal Late Gestation Femur Cortical Bone Morphology

Analysis of cortical bone morphology (Figure 6A) indicated all females had a similar volume of cortical bone (C-Bv; Figure 6B). However, females mated with males fed a MD-WD had a reduced volume of the cortical medullary cavity when compared to female mated with CD. LPD and WD fed males (Cb-Mv, *p* < 0.05; Figure 6D). Similarly, females mated with males fed a MD-WD displayed an increase in mean cortical bone thickness (Cb-Th) when compared to all other groups (*p* < 0.05; Figure 6E). However, there were no differences in the mean cortical bone cross-section areas between groups (Figure 6F). Finally, analysis of the second moment of area around major (Imax) and minor (Imin) axis showed no differences between groups (Figure 6G,H).

## 4. Discussion

The impacts of poor maternal diet in pregnancy on the health of her offspring, as well as her own health, are well-established [33]. However, the influence that a father has on this fundamental period is less well-defined. In the current study, we explored the impact of paternal nutrition on maternal cardio-metabolic and bone health in late gestation. We observed subtle changes in patterns of association between maternal weight gain, organ weight and litter size despite no change in metabolic status. In contrast, we observed differential hepatic expression of genes associated with protein transport, lipid metabolism, transcription, innate immunity, chemotaxis and ubiquitin process in females mated with males fed sub-optimal diets. Finally, we observed differential remodelling of cortical and trabecular regions of the maternal femur in response to paternal diet. These data highlight the broad influences that paternal nutrition can have on maternal health during pregnancy, irrespective of her own dietary status.

We observed minimal differences in maternal weight gain or organ sizing during pregnancy between groups. However, we observed subtle differences in the way maternal weight gain and organ weight interacted. Additionally, we observed a negative association between litter size and the amount of weight gained by the dam in females mated with CD fed males. This observation suggests that as litter size increases, so does the metabolic demand on the dam, and the female’s resources are utilised to a greater extent, resulting in a diminishing body weight. Interestingly, only females mated with MD-WD fed males also showed this association. In late gestation, females have entered a catabolic state of metabolism, characterised by an increased breakdown of adipose deposits and liberation of non-esterified fatty acids and glycerol. The non-esterified fatty acids can be oxidised to acetyl-CoA, while glycerol can be utilised in glucose synthesis [33]. While the changes in patterns of gestational body size might suggest differential nutritional partitioning between groups, we observed no significant differences in circulating or hepatic metabolites.

To establish how paternal diet might influence maternal metabolic status in more detail, we next analysed the maternal microbiota. The significance of the gut microbiota in the metabolism and synthesis of vitamins [34], regulation of lipid metabolism [35], inflammatory [36] and metabolic diseases [37] as well as cardiovascular disease [38] is now accepted. In this study, we sampled from the lower region (ileum and post ileocecal) of the gut which is predominated by coliforms and anaerobic species including Bacteroides, Bifidobateria, Clostridia and Lactobacilli [39]. In all females, a significant positive correlation between the abundance of Actinobacteria and Bifidobacteriaceae was observed. Actinobacteria are a diverse phylum of Gram-positive bacteria which includes the anaerobe families (Bifidobacteria, Propionibacteria and Corynebacteria) and an aerobe family (Streptomyces) [40]. Levels of Bifidobacteria have been inversely linked with BMI and insulin levels in women [41]. In contrast, reduced levels of Bifidobacteria have been linked to enhanced gut permeability [42] and immune system activation [42]. Therefore, the lack of any difference in the abundance of these bacterial groups is in line with no significant differences in the central metabolic status. Similarly, all females showed a negative association between Firmicutes and Bacteroidetes. The Firmicutes–Bacteroidetes ratio is widely cited as a marker of obesity with a higher ratio seen in obese mice and women when compared to females of a healthy weight [43]. However, as all our females displayed the same overall weight gain and body morphometry then a change in the Firmicutes–Bacteroidetes ratio might not be anticipated. However, some subtle differences in the associations between different bacterial groups were observed. Females mated with LPD fed males showed a positive association between the abundance of Actinobacteria and Protobacteria, while females mated with WD fed males showed a positive association between the abundance of Protobacteria and Bifidobacteriaceae. As the gut microbiota has a wide range of influences on physiology, subtle shifts in patterns of relative abundance could still have influences on maternal health.

To define the wider effects of poor paternal diet on maternal health in pregnancy, we conducted RNA-Seq analysis on the maternal liver. Females mated with LPD and MD-LPD fed males displayed the largest number of differentially expressed genes, 743 and 934 genes, respectively. However, only 89 genes were common to both groups. 

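Over both directions, 118 genes were below the threshold in LPD and MD-LPD and in neither WD nor MD-WD, where permuted labels gave a median of 67. In the direct comparison of MD-LPD with LPD, 1661 genes were below an unadjusted p of 0.05, of which 752 were higher and 909 lower in MD-LPD. None passed an adjusted limma p of 0.05.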

Here, pathway analysis identified changes in lipid metabolism, mRNA processing, protein transport and immunity. 

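The 11 lipid genes Cds2, Adipor1, Adipor2, Slc27a2, Soat1, Crls1, Acaca, Acsf2, Acss3, Acadl and Acads were all lower in females mated with LPD males than with CD males, with log2 fold changes from -0.41 to -0.12. In limma, 8 of them were below an unadjusted p of 0.05, none after adjustment over all genes and 0 when adjusted over the list alone. The list was chosen by the study on these livers, so the latter is not independent evidence. The same holds for the exact permutation tests of LPD against CD below. Soat1 (ENSMUSG00000026600, chromosome 1 of GRCm39, 156252095 to 156303864) fell from 718 ± 77.3 normalized counts (SD, n = 6) to 539 ± 48.1 (SD, n = 6), a log2 fold change of -0.41 (standard error 0.17). Every LPD liver was below every CD liver (two-sided exact permutation test, p = 0.00216, the smallest that 6 against 6 allow), and so was every WD liver, with 578 ± 60.7 normalized counts (SD, n = 6). Acsf2 (ENSMUSG00000076435, chromosome 11, 94447924 to 94508609) had 14703 ± 1062 normalized counts (SD, n = 6) against 17083 ± 2128 (SD, n = 6), a log2 fold change of -0.21 (standard error 0.08). The mean over the 11 genes was -0.22 on the log2 scale relative to CD (two-sided exact permutation test, p = 0.0108). All 11 were also lower in WD, with a mean of -0.11 (exact permutation p = 0.0628), and in MD-WD, with a mean of -0.10 (exact permutation p = 0.0779), and 9 were lower in MD-LPD, with a mean of -0.09 (exact permutation p = 0.145). A covariate was also added after seeing the data, the count on genes that await experimental evidence (TEC). It stands in for unspliced RNA, which gene counts do not measure directly. With it, 2 of the 11 stayed below the threshold.

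**Figure D2:**
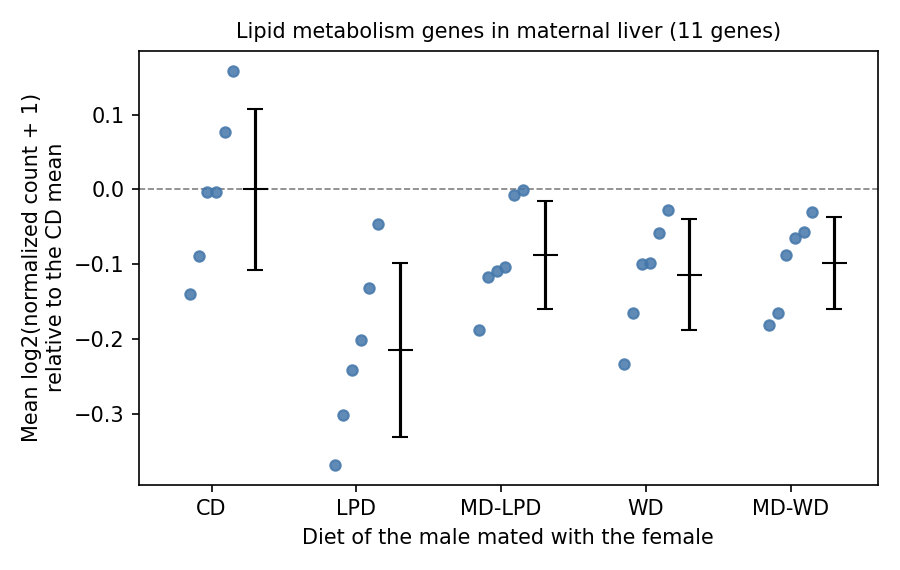
Mean log2(normalized count + 1) of the 11 lipid genes in each liver, relative to the CD mean, by the diet of the male (points, n = 6 per group), with the mean and SD of each group beside the points and the CD mean as a dashed line. The LPD livers lie between -0.37 and -0.05.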

Increases in the expression of genes such as phosphatidate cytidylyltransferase 2 (*Cds2*), adiponectin receptors 1 and 2 (*Adipor 1/2*), long-chain fatty acid transport protein 2 (*Slc27a2*), sterol O-acyltransferase 1 (*Soat1*), cardiolipin synthase 1 (*Crls1*) and several genes involved in acyl-CoA metabolism (*Acaca*, *Acsf2*, *Acss3*, *Acadl*, *Acads*) in females mated to LPD fed males suggest differential patterns of lipid uptake and metabolism within the mitochondria. Beta-oxidation is a source of significant metabolic energy during periods of high energy demand [44]. Impairments in β-oxidation have been linked to the accumulation of hepatic lipid-species, mitochondrial dysfunction and the development of metabolic diseases such as non-alcoholic fatty liver disease [45]. Therefore, a more detailed lipidomic profiling, in combination with mitochondrial function, metabolism and lipid composition, in our females is warranted.

In females mated with MD-LPD males, we observed differential regulation of genes associated with transcription and immunity. The immune system modulates throughout pregnancy, shifting from a pro-inflammatory state in early gestation to a more anti-inflammatory state in later gestation [46]. This concept is supported by observations that the severity of autoimmune disorders appears diminished during pregnancy but then returns post-partum [47]. Other conditions such as multiple sclerosis also show decreased progression during pregnancy [48]. 

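The 12 immune genes C8a, C8b, C9, H2-D1, H2-Ab1, H2-Eb1, Fcgr1, Tapbpl, Card9, Cx3cr1, Mefv and Tlr12 all had higher means in females mated with MD-LPD males than with CD males, with log2 fold changes from 0.22 to 1.16. In limma, 2 of them, Tapbpl and Card9, were below an unadjusted p of 0.05 and 0 when adjusted over the list alone, which the study chose on these livers. With DESeq2 on the recovered reads, all 12 were below the unadjusted threshold. The difference rested on 1 liver, MD-LPD replicate 3. Without it, none of the 12 was below the threshold in DESeq2, and H2-Ab1 changed direction in limma. Card9 (ENSMUSG00000026928, chromosome 2 of GRCm39, 26242188 to 26250930) had 21.8 ± 16.7 normalized counts (SD, n = 6) against 10.7 ± 8.3 (SD, n = 6) in CD, a log2 fold change of 1.16 (standard error 0.47). H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34476663 to 34488393) had 1180 ± 1078 (SD, n = 6) against 776 ± 252 (SD, n = 6), and like the other histocompatibility genes it may share reads with related genes. The mean over the 12 genes was 0.48 above CD on the log2 scale (two-sided exact permutation test, p = 0.108) and 0.20 without replicate 3 (exact permutation test, p = 0.245).

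**Figure D3:**
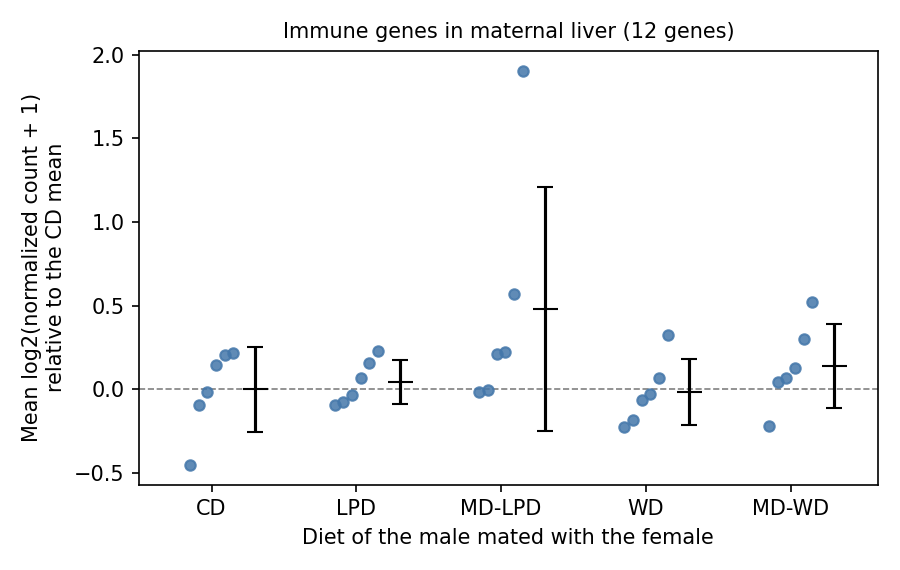
Mean log2(normalized count + 1) of the 12 immune genes in each liver, relative to the CD mean, by the diet of the male (points, n = 6 per group), with the mean and SD of each group beside the points and the CD mean as a dashed line. The highest MD-LPD liver, replicate 3, lies at 1.91, and the group mean is 0.48.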

We observed a decreased expression of multiple complement genes (*C8a*, *C8b*, *C9*), histocompatibility genes (*H2-D1*, *H2-Ab1*, *H2-Eb1*), antigen presentation (*Fcgr1*, *Tapbpl*), and inflammatory mediators (*Card9*, *Cx3cr1*, *Mefv*, *Tlr12*). Changes in maternal immunological status are directly linked to hormonal levels. Progesterone has been shown to inhibit the proliferation and cytokine secretion of CD8+ T cells [49], while in T-helper cells, progesterone promotes the expression of LIF [50], both of which would support the maintenance of pregnancy. Whether the potential immunological changes observed in our current study are due to paternal influences on maternal hormonal status in pregnancy are currently unknown as maternal endocrine homeostasis is still to be determined in this model. It is also unclear whether any potential immunological perturbations in our females might put the dams, and their offspring, at greater risk of infection. Finally, we are unable to ascertain whether the reduction in maternal immunological status is a paternally mediated adaptive mechanism to increase maternal tolerance of his offspring, thus enhancing their survival.

In females mated with WD and MD-WD fed males, we observed 540 and 508 differentially expressed genes, respectively, with only 43 genes shared exclusively between them. 

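In the deposited data, 67 genes were below the threshold in WD and MD-WD alone over both directions, and permuted labels gave a median of 67. In the direct comparison of MD-WD with WD, 702 genes were below an unadjusted limma p of 0.05, with 341 higher and 361 lower in MD-WD, and none passed after adjustment.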

Gene ontology and pathway analysis identified few significant changes in females mated with WD fed males. Genes associated with the ubiquitin pathway were up-regulated while genes involved in transcription were down-regulated. In females mated with MD-WD fed males, we also observed an up-regulation of ubiquitin pathway genes suggesting an increase in protein turnover in both groups. In contrast, a down regulation of cardiac and cardiovascular genes was also observed in these females. 

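The 6 cardiac and vascular genes Kdm6b, Apln, Tgfb2, Flrt3, Myh10 and Ttn were all higher in females mated with MD-WD males than with CD males, and 5 of them were below an unadjusted limma p of 0.05. After adjustment over all genes none was, and 0 when adjusted over the list alone, which the study chose on these livers. Flrt3 (ENSMUSG00000051379, chromosome 2 of GRCm39, 140492834 to 140513396) had 13.9 ± 4.01 normalized counts (SD, n = 6) against 6.93 ± 2.98 (SD, n = 6) in CD, a log2 fold change of 0.96 (standard error 0.40), and was above the CD mean in 6 of 6 livers. Kdm6b (ENSMUSG00000018476, chromosome 11, 69289334 to 69304501) had 2368 ± 231 (SD, n = 6) against 2051 ± 179 (SD, n = 6), a log2 fold change of 0.21 (standard error 0.09). Apln had 3.43 ± 3.89 normalized counts (SD, n = 6) against 1.63 ± 2.6 (SD, n = 6), and its log2 fold change of 0.63 (standard error 0.82) was within the spread between livers. The mean over the 6 genes was 0.51 above CD on the log2 scale (two-sided exact permutation test, p = 0.0346). It was also above CD in WD (0.35, exact permutation p = 0.0671) and in LPD (0.29, exact permutation p = 0.0628). In MD-LPD it was 0.12 above CD (exact permutation p = 0.5). The study chose the list for MD-WD on these livers, so the permutation test of MD-WD is not independent evidence. With the animal number as a block in the model, 1 of the 6 was below the threshold.

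**Figure D4:**
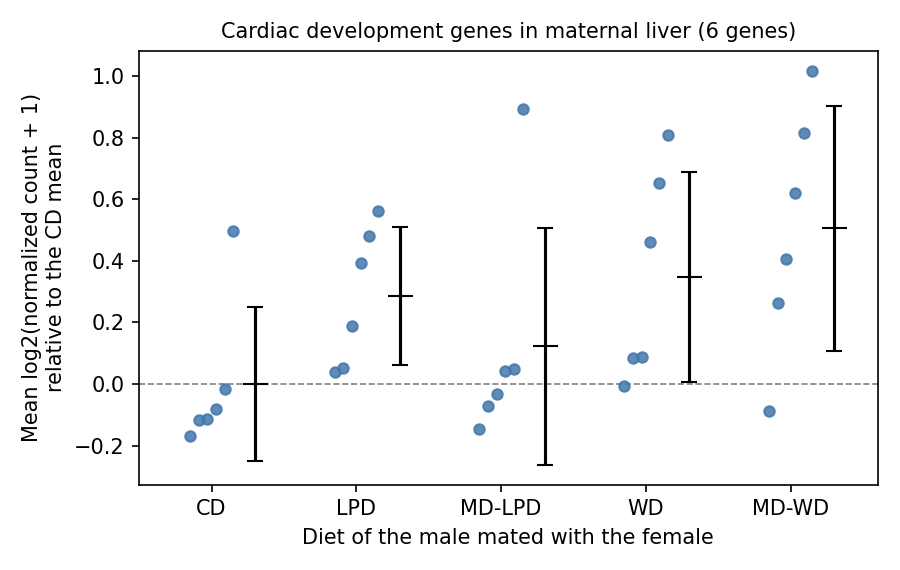
Mean log2(normalized count + 1) of the 6 cardiac genes in each liver, relative to the CD mean, by the diet of the male (points, n = 6 per group), with the mean and SD of each group beside the points and the CD mean as a dashed line. The MD-WD livers lie between -0.09 and 1.02 and overlap those of the other diets.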

Closer analysis of these genes identified regulators of transcription (*Kdm6b*), vessel formation and angiogenesis (*Apln*, *Tgfb2*), cell and muscle structure (*Flrt3*, *Myh10*, *Ttn*). Whether any potential disruptions in hepatic immune status and vascular function in our females are also reflective of wider cardiovascular and immune impairments remains to be determined. However, such impairments in pregnancy have been associated with gestational conditions such as preeclampsia [51]. However, we observed no differences in central cardiac regulatory gene expression between groups.

Our final observation was that poor paternal diet influenced maternal femur structure in late gestation. We observed modest changes in femur length, volume of trabecular bone (Tv), trabecular connectivity (ConD), volume of the cortical medullar cavity (Cb-Mv) and thickness of the cortical bone (Cb-Th) between groups. Similar to many of the other maternal systems, the skeleton undergoes dramatic adaptation throughout pregnancy so as to provide sufficient calcium and other minerals to support foetal development [52]. Underlying the modulation of maternal bone physiology is parathyroid hormone-related protein (PTHrP). During pregnancy, PTHrP production by the placenta and breasts increases due to the action of oestradiol, placental lactogen and prolactin [52]. During early pregnancy, an increase in intestinal calcium absorption is sufficient to meet the foetal demands [53]; however, in later gestation and during lactation, the decline in oestradiol levels in combination with PTHrP results in greater maternal bone resorption [54,55]. During lactation, there is a continued (3–10%) loss in bone mineral density in women which occurs predominantly in the trabecular bone (i.e., lumbar spine) and some cortical regions such as the hip [56]. However, much of this is reversed by 6–12 months after breast feeding stops [57,58]. While studies indicate that maternal bone physiology can recover post-lactation, the short- and long-term effects of inappropriate bone remodelling during pregnancy are unknown.

## 5. Conclusions

While our study indicates that poor paternal diet at the time of conception can influence maternal physiological and metabolic status in late gestation, the underlying mechanisms remain unanswered. One central mechanism is a change in sperm epigenetic status. Previously, we have shown that sperm from LPD fed males display genome-wide DNA hypomethylation and the expression of several epigenetic regulators within the testis of LPD fed males was perturbed [25]. Other studies have linked paternal diet [59], ageing [60], and environmental pollutants [61] to perturbed patterns of offspring health and placental development. As many aspects of maternal health in pregnancy are regulated via placental function, metabolism and the range of endocrine factors it produces [62], paternal epigenetic modulation of the placenta provides one link between paternal diet and maternal health.

Our study widens our understanding of the range of influences that poor paternal diet has on the environment in which his offspring development. There are several limitations within our findings. First, the use of a methyl-donor-supplemented control diet (MD-CD) would have provided additional insight into the role that the methyl donors on their own might play. However, comparing the size of effect between the respective diets with (MD-LPD, MD-WD) and without (LPD, WD) methyl-donor supplementation suggests that they are having a minimal impact on maternal health. Similarly, our WD is deficient in methionine when compared to the other diets. However, as minimal differences were seen in the effects of WD vs. MD-WD, we do not believe this to be a significant factor for maternal well-being. Also, as already discussed, our understanding of the maternal metabolic changes is currently limited. Future studies will adopt a wider analysis of maternal serum lipid and hormone profiles, as well as microbiota-associated metabolites such as butyrate and other short-chain fatty acids. A final limitation of this study was that we were unable to perform a full characterisation of maternal cardiovascular health. Analysis of blood pressure, vascular reactivity or cardiac morphology would have provided a more insight into how paternal diet affects maternal cardiovascular health in pregnancy.

## Figures and Tables

**Figure 1:**
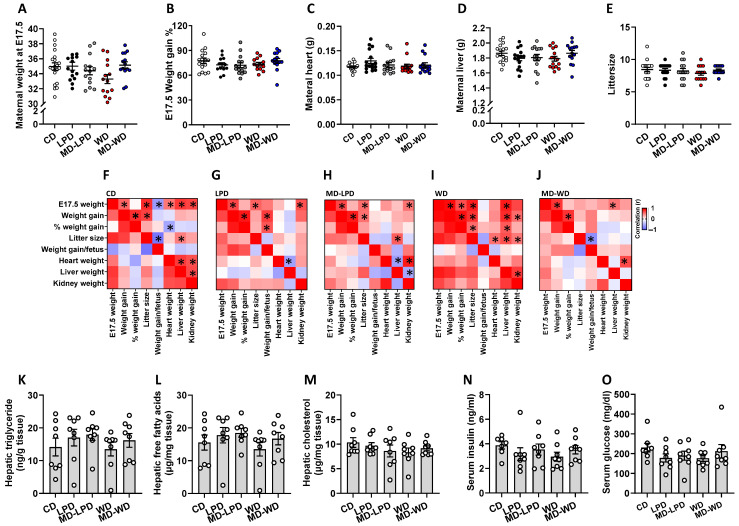
Impact of paternal diet on late gestation maternal physiology and metabolic status. Maternal weight immediately following mating on embryonic day (E)0.5 (**A**) and at the time of cull on E17.5 (**B**) in females mated to males fed either a control diet (CD), low protein diet (LPD), methyl donor-supplemented LPD (MD-LPD), Western diet (WD) or methyl donor-supplemented WD (MD-WD). Maternal heart (**C**) and liver (**D**) weight and litter size (**E**) at E17.5. Correlations between maternal weight at E17, gestational weight gain (E0.5–17.5), weight gain as a % of body weight, litter size, weight gain/foetus, heart, liver, and kidney weight in females mated to CD (**F**), LPD (**G**), MD-LPD (**H**), WD (**I**) or MD-WD (**J**) fed males (red boxes denote positive correlations, blue denotes a negative correlation, boxes with an asterisk denote statistically significant correlations). Late gestation maternal hepatic triglyceride (**K**), free fatty acids (**L**) and cholesterol (**M**) and serum insulin (**N**) and glucose (**O**) levels. *n* = 8 females per treatment group, each mated with a separate male. Data are expressed as mean ± SEM (**A**–**E**,**K**–**O**) or Spearman’s correlation (**F**–**J**). Statistical differences were determined using a one-way ANOVA or Kruskal–Wallis test with post hoc correction (**A**–**E**,**K**–**O**), or by Spearman’s correlation (**F**–**J**). Statistical significance was taken when *p* < 0.05.

**Figure 2:**
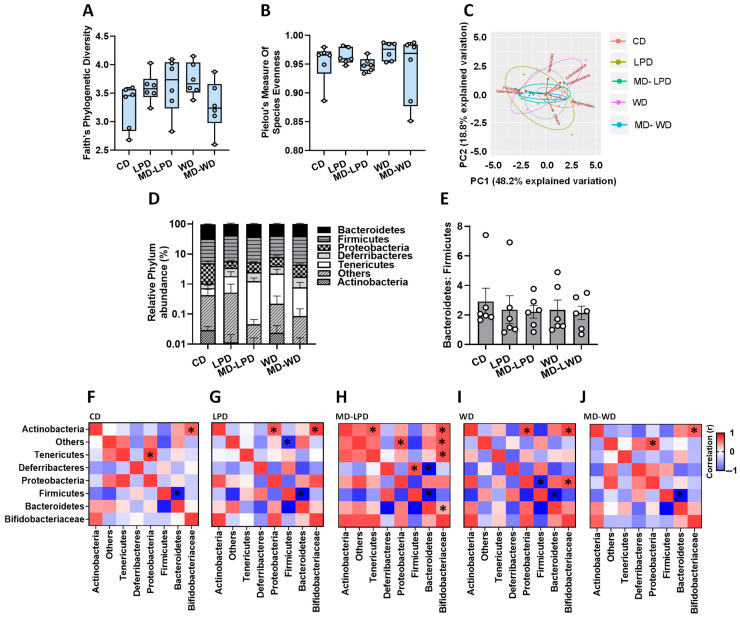
Impact of paternal diet on late gestation maternal gut microbiota. Assessment of maternal faecal bacterial profiles using Faith’s phylogenetic diversity (**A**) and Pielou’s measure of species evenness (**B**) in females mated to males fed either a control diet (CD), low protein diet (LPD), methyl donor-supplemented LPD (MD-LPD), Western diet (WD) or methyl donor-supplemented WD (MD-WD). Principal component analysis (PCA) based on bacterial abundance at the phylum level (**C**) and relative abundance (**D**). Ratio of gut Bacteroidetes to Firmicutes (**E**). Correlations between bacterial populations in females mated to males fed either CD (**F**), LPD (**G**), MD-LPD (**H**), WD (**I**) or MD-WD (**J**) (boxes with an asterisk denote statistically significant correlations). *n* = 6 females per treatment group, each mated with a separate male. Data are expressed as mean ± minimum to maximum value (**A**,**B**), mean ± SEM (**D**,**E**) or Spearman’s correlation (**F**–**J**). Statistical differences were determined using a one-way ANOVA or Kruskal–Wallis test with post hoc correction (**A**,**B**,**D**,**E**), or by Spearman’s correlation (**F**–**J**). Statistical significance was taken when *p* < 0.05.

**Figure 3:**
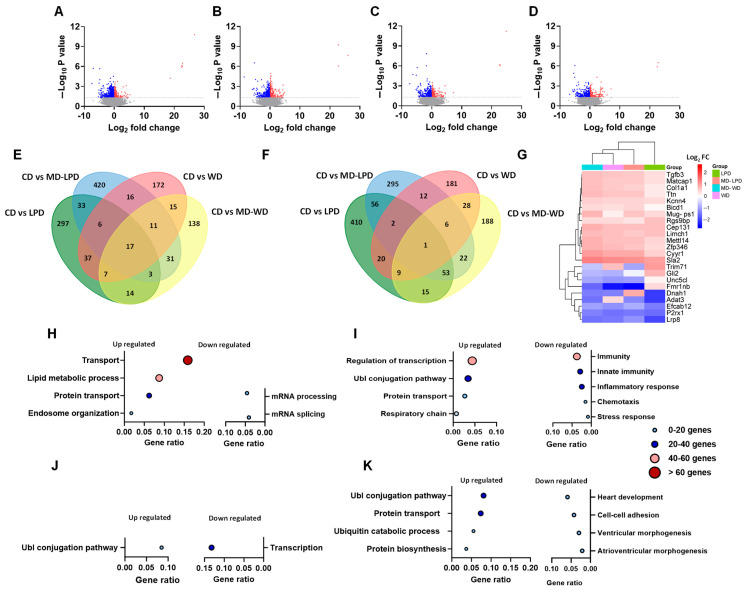
Comparison of maternal late gestation liver transcriptome in response to paternal diet. Volcano plot of differentially expressed hepatic genes between females mated to males fed either a control diet (CD) and (**A**) a low protein diet (LPD), (**B**) methyl donor-supplemented LPD (MD-LPD), (**C**) Western diet (WD) or, (**D**) methyl donor-supplemented WD (MD-WD). Significantly (*p* < 0.05) down- and up-regulated genes are shown in blue and red, respectively while non-differentially expressed genes are shown in grey. Venn diagrams showing the number of unique and common, significantly downregulated (**E**) and upregulated (**F**) genes in each group when compared to females mated with CD fed males. Heat map displaying all common genes (23 in total) in each group when compared to females mated with CD fed males (**G**). Gene ontology and pathway analysis of significantly up- and downregulated genes between females mated to males fed either a control diet (CD) and (**H**) LPD, (**I**) MD-LPD, (**J**) WD or, (**K**) or MD-WD. Colour and size of circles represent the number of genes differentially expressed in each pathway. Sequencing data are from 6 females per group, each mated with a separate male.

**Figure 4:**
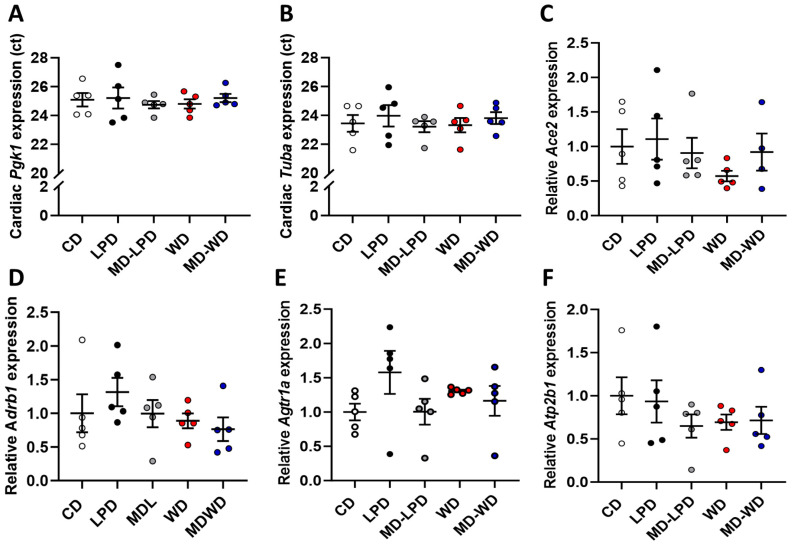
Analysis of maternal late gestation cardiac gene expression. The cycle threshold (Ct) values for the reference genes phosphoglycerate kinase 1 (Pgk1) (**A**) and tubulin, alpha 1a (Tuba1a) (**B**) in females mated to males fed either a control diet (CD), low protein diet (LPD), methyl donor-supplemented LPD (MD-LPD), Western diet (WD) or methyl donor-supplemented WD (MD-WD). Relative expression of angiotensin converting enzyme 2 (Ace2) (**C**), adrenergic receptor, beta 1 (Adrb1) (**D**), angiotensin II receptor, type 1a (Agtr1a) (**E**) and ATPase, Ca2+ transporting, plasma membrane 1 (Atp2b1) (**F**). *n* = 5 females per treatment group, each mated with a separate male. Data are mean ± SEM. Statistical differences were determined using a one-way ANOVA or Kruskal–Wallis test with post hoc correction.

**Figure 5:**
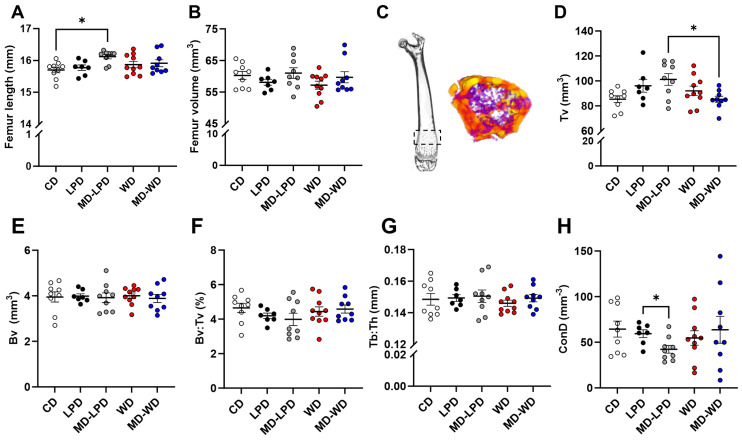
Assessment of maternal late gestation femur trabecular bone morphology. Whole femur length (**A**) and volume (**B**) in females mated to males fed either a control diet (CD), low protein diet (LPD), methyl donor-supplemented LPD (MD-LPD), Western diet (WD) or methyl donor-supplemented WD (MD-WD). Representative image of a whole scanned femur highlighting the trabecular bone region (dashed box) and the re-composed trabecular bone (**C**). Trabecular volume (Tv) (**D**), bone volume (Bv) (**E**), bone volume–trabecular volume ratio (Bv:Tv) (**F**), trabecular thickness (Tb:Th) (**G**) and connectivity (ConD) (**H**). *n* = 7–10 females per treatment group. Data are mean ± SEM. Statistical differences were determined using a one-way ANOVA or Kruskal–Wallis test with post hoc correction. * *p* < 0.05.

**Figure 6:**
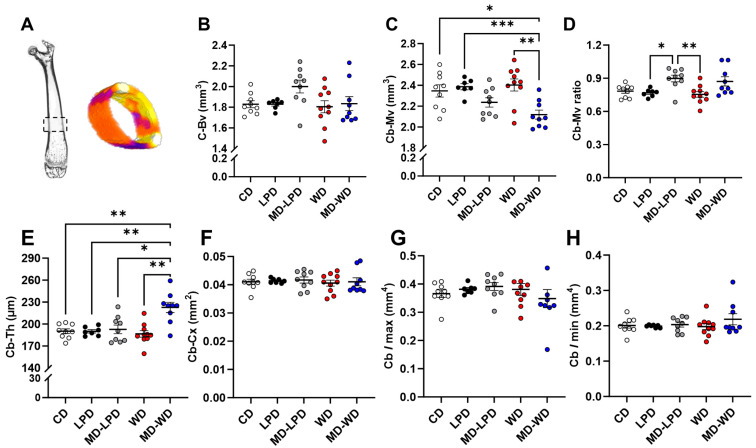
Assessment of maternal late gestation femur cortical bone morphology. Representative image of a whole scanned femur, highlighting the cortical bone region (dashed box) and the re-composed cortical bone (**A**). Cortical bone volume (C-Bv) (**B**), cortical bone medullary cavity volume (Cb-Mv) (**C**), cortical bone: medullary cavity ratio (**D**), cortical bone thickness (Cb-Th) (**E**), cortical bone cross section area (**F**), cortical bone maximum moment of inertia (Imax) (**G**) and minimum moment of inertia (Imin) (**H**) in females mated to males fed either a control diet (CD), low protein diet (LPD), methyl donor-supplemented LPD (MD-LPD), Western diet (WD) or methyl donor-supplemented WD (MD-WD). *n* = 7–10 females per treatment group. Data are mean ± SEM. Statistical differences were determined using a one-way ANOVA or Kruskal–Wallis test with post hoc correction. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

## Data Availability

All data are either contained within the Supplementary Materials or are available upon reasonable request sent to the corresponding author. Liver RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) at NCBI under accession number: GSE265783 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi (accessed on 10 June 2024).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16121879/s1; Data S1: Maternal faecal microbiome sequencing data; Table S1: Control and experimental dietary compositions; Table S2: RT-qPCR primer sequences and details.

# Supplementary material for: Sub-Optimal Paternal Diet at the Time of Mating Disrupts Maternal Adaptations to Pregnancy in the Late Gestation Mouse
**Source:** Nutrients. 2024 Jun 14;16(12):1879. doi: 10.3390/nu16121879
**Supplement:** Supplementary file 1

**Supplementary Table S1: Ingredients and nutritional information of diets fed to male mice**

|                                        | CD                 | LPD                | MD-LPD               | WD <sup>†</sup>    | MD-WD                |
|----------------------------------------|--------------------|--------------------|----------------------|--------------------|----------------------|
| <b>Energy density (kcal/g)</b>         | 3.10               | 3.10               | 3.10                 | 4.63               | 4.63                 |
| <b>Proportional energy content (%)</b> |                    |                    |                      |                    |                      |
| Protein                                | 16                 | 8.4                | 8.4                  | 14.7               | 14.7                 |
| Fat                                    | 23.4               | 23.1               | 23.1                 | 41.4               | 41.4                 |
| Carbohydrate                           | 60.5               | 68.5               | 68.5                 | 43.9               | 43.9                 |
| of which sugars                        | 20.7               | 23.6               | 23.6                 | 34.6               | 34.6                 |
| <b>Protein (% g/g)</b>                 |                    |                    |                      |                    |                      |
| Casein                                 | 18.0               | 9.0                | 9.0                  | 19.5               | 19.5                 |
| <b>Fats (% g/g)</b>                    |                    |                    |                      |                    |                      |
| Corn Oil                               | 10                 | 10                 | 10                   | 1                  | 1                    |
| Milk fat                               | -                  | -                  | -                    | 20                 | 20                   |
| Cholesterol                            | -                  | -                  | -                    | 0.15               | 0.15                 |
| <b>Carbohydrates (% g/g)</b>           |                    |                    |                      |                    |                      |
| Sucrose                                | 21.3               | 24.3               | 24.3                 | 33.9               | 33.9                 |
| Starch Maize                           | 42.5               | 48.5               | 46.0                 | 15.0               | 12.3                 |
| Cellulose                              | 5                  | 5                  | 5                    | 5                  | 5                    |
| <b>Micronutrients (% g/g)</b>          |                    |                    |                      |                    |                      |
| Choline chloride                       | 0.2                | 0.2                | 0.7                  | 0.2                | 0.7                  |
| D,L-Methionine                         | 0.50               | 0.50               | 1.25                 | 0.00               | 0.75                 |
| Betaine                                | -                  | -                  | 1.5                  | -                  | 1.5                  |
| Mineral mix (AIN-76)                   | 2                  | 2                  | 2                    | 3.5                | 3.5                  |
| Vitamin mix (AIN-76)                   | 0.5                | 0.5                | 0.5                  | 1.0                | 1.0                  |
| * Folic Acid                           | $1 \times 10^{-4}$ | $1 \times 10^{-4}$ | $1.6 \times 10^{-3}$ | $2 \times 10^{-4}$ | $1.6 \times 10^{-6}$ |
| * Vitamin B12                          | $5 \times 10^{-7}$ | $5 \times 10^{-7}$ | $1.5 \times 10^{-4}$ | $1 \times 10^{-6}$ | $1.5 \times 10^{-4}$ |

\* Components contained within commercially available Vitamin mix AIN-76 that were supplemented in methyl-donor diets.

<sup>†</sup> WD is commercially manufactured by Special Diet Services, diet code 829100. All other diets are custom formulations from Special Diet Services.

# Supplementary material for: Sub-Optimal Paternal Diet at the Time of Mating Disrupts Maternal Adaptations to Pregnancy in the Late Gestation Mouse
**Source:** Nutrients. 2024 Jun 14;16(12):1879. doi: 10.3390/nu16121879
**Supplement:** Supplementary file 1

Supplementary Table S2: Information on primer sequences for gene expression RT-qPCR

| Gene Name                                              | Gene Symbol   | Accession Number | Forward Primer         | Reverse Primer         | Amplicon Length |
|--------------------------------------------------------|---------------|------------------|------------------------|------------------------|-----------------|
| Phosphoglycerate kinase 1                              | <i>Pgk1</i>   | NM_008828        | TACCTGCTGGCTGGATGG     | CACAGCCTCGGCATATTTCT   | 65 bp           |
| Tubulin a                                              | <i>Tuba</i>   | NM_011653        | CTGGAACCCACGGTCATC     | GTGGCCACGAGCATAGTTATT  | 114 bp          |
| Angiotensin I Converting Enzyme 2                      | <i>Ace2</i>   | NM_207624.5      | TGTAGAACGTACCTTCGCAGAG | GGGCTGATGTAGGAAGGGTA   | 99 bp           |
| Adrenoceptor Beta 1                                    | <i>Adrb1</i>  | NM_007419.2      | GGATCGCCTCTTCGTCTTCT   | CAGTAGATGATGGGGTTGAAGG | 69 bp           |
| Angiotensin II receptor, type 1a                       | <i>Agtr1a</i> | NM_177322.3      | ACTCACAGCAACCCTCCAAG   | CTCAGACACTGTTCAAATGCAC | 62 bp           |
| ATPase Plasma Membrane Ca <sup>2+</sup> Transporting 1 | <i>Atp2b1</i> | NM_026482.2      | AACCTCCGGAAGGGGATAAT   | AATCCACCCCGTTTCTCCT    | 80 bp           |

How the deposited data were processed for this re-analysis (not part of the article)

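Maternal liver RNA was sequenced from 30 pregnant mice at day 17 of gestation, 6 in each of the 5 groups defined by the diet of the male (CD, LPD, MD-LPD, WD and MD-WD). The authors prepared stranded libraries after removal of ribosomal RNA, trimmed the reads with TrimGalore, aligned them to GRCm39 with HISAT2, calculated gene abundance with StringTie and tested it with DESeq2. The paper's text does not name the annotation release or how the StringTie output became counts. The authors deposited 1 table of 36359 genes in 30 livers, whose values are signal in the form of gene counts divided by 1 size factor per liver. Those factors ranged from 0.862 to 1.17, and multiplying by them gave whole reads for 100% of the values. Of the gene identifiers, 36014 matched GENCODE release 39 of the mouse annotation, from which names, gene types and coordinates were taken.

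The unit is a normalized count, so the main test was limma (version 3.58.1, in R 4.3.3) on log2(normalized count + 1), with lmFit and eBayes with a trend. All 30 livers entered 1 fit without covariates, with contrasts against CD and the direct contrasts of MD-LPD with LPD and of MD-WD with WD. The 22781 genes with a normalized count of at least 5 in at least 6 livers were tested. The threshold was the unadjusted 0.05 of the paper, with Benjamini-Hochberg adjustment beside it. For genes with low counts, a fold change on this scale can be smaller or larger than that of DESeq2. Lrp8 in LPD had a log2 fold change of 2.27 in limma and 4.81 in DESeq2. Gm21986 in MD-LPD had -3.2 and -1.96. With 6 livers against 6, the smallest value a two-sided exact permutation test can give is 0.00216. Between 61646169 and 89692462 reads per liver were counted on genes, with a median of 76657291. A gene without reads in a group was given a floor of 3 reads, which covers counting error only.

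The genes named are all those the paper names for the liver data, of which 50 were found. For each diet the 2 genes with the smallest limma p are also named, since no gene passed the adjusted threshold in limma. Genes shared between diets were counted in the same direction and compared with 100 permutations of the 30 group labels, which keep a shared control group. For each comparison, 100 of the 462 distinct splits of its 12 livers were drawn. Diet as a whole was tested by PERMANOVA (vegan 2.7.1, 9999 permutations). In place of the ontology analysis, which was not repeated here, 13 gene families defined by symbols were tested with camera at a preset correlation of 0.01, with fry and Reactome pathways from fgsea 1.28.0 as alternatives. Marker genes of cell types and states were compared with CD as 18 lists in 72 exact permutation tests.

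The alternatives were other pseudocounts (0.1 and 5), no filter, a filter at a mean of 50, a fit to only the 12 livers compared, edgeR's quasi-likelihood test (4.0.16) and DESeq2 (1.42.0) on the recovered reads, TMM and quantile normalization, the animal number as a block, quality weights for livers, and each liver left out in turn. Further alternatives were added after the data were seen. The limma fit, its 12-liver, TMM, quantile and quality-weight versions, edgeR and DESeq2 were run on simulated data in which 200 genes were changed 2-fold. With 22650 genes tested, limma recovered 78% of them with 5 false calls, and DESeq2 recovered 83% with 19. Genes with low mean counts were not among those changed, and each gene was drawn independently of the others. No results on the microbiota, bone, heart or metabolites were analysed here. Choices of tests, families and alternatives were made before the data were examined except where stated.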

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

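The comparisons of MD-LPD with and without replicate 3, the covariate for TEC reads and the sum of the Erdr1 copies were tests chosen only after the results were seen. Values far from the others of their group were looked for in 404 groups of 6 livers. The search found 39, and about 20 are expected by chance, so single values below carry little weight. List means are on the log2 scale relative to the mean over the 30 livers, and gene values are log2(normalized count + 1).

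MD-LPD replicate 3 held most of these values in its group. Its mean over 10 acute phase genes was 4.47, against -0.27 to 0.05 in the other 5 livers, and its normalized count of Saa1 was 30772, against at most 118 in the others. Its list means were 2.44 for Kupffer cells and macrophages, 1.92 for dendritic cells and MHC class II and 1.78 for the 12 immune genes. The genes H2-D1 (14.3), H2-Ab1 (11.7), H2-Eb1 (11.4), Fcgr1 (8.80), Tlr12 (9.27) and Soat1 (10.8) were high in this liver, and Acsf2 (13.4) was low. Without it, 0 of the 12 immune genes were below an unadjusted p of 0.05 in DESeq2, against 12 with it. An acute phase response in 1 animal may therefore carry the difference in the immune genes. The share of immune cells in the tissue stays open. The lowest difference of MD-LPD from CD among the 3 immune marker lists was 0.12 (Kupffer cells and macrophages, exact permutation p = 0.95), but without replicate 3 that list was at -0.30 (exact permutation p = 0.0974), so its sign rests on 1 liver. Whether the response came from the diet of the male or from the single animal was not tested.

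In the same group, replicate 7 had more genes with reads (26860) and a higher normalized count on genes that await experimental evidence (84539, against 51337 to 61217), and a low Adipor1 (12.4). Replicate 8 had 86627875 reads on genes, against at most 77031004, and a mean over the 6 cardiac genes of 0.64. Muscle tissue in single livers is argued against as a source of the cardiac genes, because the highest normalized count of Ckm, Acta1 or Myh6 in any liver was 3.23. No biological explanation was tested.

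WD replicate 8 had 13.1% of its reads on mitochondrial genes, against 7.69% to 9.09%, with 92.1% on protein-coding genes and 15% on Alb, both low. Without it, the number of genes below an unadjusted limma p of 0.05 fell from 1081 to 649 for WD. A difference in the tissue piece or its RNA could give such a liver, and these data hold no test that separates this from a biological difference. WD replicate 2 was high for cholangiocyte genes (1.14), Tgfb2 (7.13) and Adat3 (4.34). Genes with few reads gave values of 0 for Mefv in WD replicate 7, Efcab12 in WD replicate 2, and Lrp8 and Gm21986 in WD replicate 4.

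The other values were spread over 3 groups. CD replicate 4 was high for proliferation genes (0.99) and low for Zfp346 (6.54), CD replicate 5 was high for the cardiac genes (0.24), and CD replicate 6 was high for Limch1 (6.52). LPD replicate 8 was low for Acss3 (12.1) and Gli2 (0) and high for Kdm6b (11.4), and LPD replicate 10 was high for Prap1 (7.71). MD-WD replicate 2 was high for fasting and feeding genes (0.20). MD-WD replicate 3 was high for Kupffer cell genes (0.62) and low for Rgs9bp (1.62) and Limch1 (5.89), and MD-WD replicate 1 was at 0 for Gm9077. No explanation was tested for these.

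The 11 lipid genes lay lower in LPD than in MD-LPD livers by a mean log2 difference of -0.13 (two-sided exact permutation test, p = 0.0498). Over the 3 lists compared between diets in this way, the adjusted value of the exact permutation test was 0.149, so the difference fails the correction.

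Erdr1x, which the paper does not discuss, was above the CD mean in 6 of 6 WD livers. Its adjusted p was 0.111 from limma and 0.000136 from DESeq2 on the filtered genes. Its log2 fold change was 1.73. With each liver left out in turn, it stayed between 1.56 and 1.89. It was also higher in LPD (1.27), MD-LPD (0.80) and MD-WD (0.96), with two-sided exact permutation tests of p = 0.00216, p = 0.0368 and p = 0.0152. Its copy Erdr1y, annotated on chromosome Y, had a mean of 412 normalized counts in the CD females. The chromosome Y genes Ddx3y, Kdm5d and Uty had CD means of 0.48, 0.33 and 0.82. The reads counted on Erdr1y therefore do not come from chromosome Y, and may belong to Erdr1x or to other loci. Reads moved between the copies are argued against, because the sum of both was higher in WD by a log2 difference of 1.76 (two-sided exact permutation test, p = 0.00216), with every WD liver above every CD liver. The sum was also higher in LPD (1.30), MD-LPD (0.87) and MD-WD (1.22). Reads from other loci and a difference in expression stay open, and neither was tested.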

How the results depend on the processing

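The covariate for TEC reads and 11 restrictions of DESeq2 were added after seeing the data. No scaling moved the median over all genes by more than 0.1. Apart from leaving out single livers, no alternative reversed any of the 124 results for single genes. Of their 1551 values, 1328 kept their side of the threshold, 99 lost it and 124 gained it. The causes of the changes below were not tested, except where fewer genes or livers entered a fit.

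Quality weights gave 3439 genes for LPD, 1865 for WD and 1688 for MD-WD below an unadjusted p of 0.05, and 1 gene after adjustment for MD-WD against WD. They gave 197 genes shared by LPD and MD-LPD, 142 by WD and MD-WD and 112 by all 4 diets. Of the named genes, 0 immune and 3 cardiac genes stayed. The adjusted p from camera in limma was 0.216 for histocompatibility genes, 0.377 for complement and 0.12 for chemokines in MD-LPD.

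A filter at a mean of 50, which tests 14145 genes, gave 883 genes for LPD, 550 for WD, 415 for MD-WD, 1068 for MD-LPD against LPD and 388 for MD-WD against WD. It left 36 genes shared by WD and MD-WD, 7 shared by all 4 diets, 1 immune gene and 5 Figure 3G genes. WD and MD-WD then ranked 1 among the 6 pairs of diets by distance. The adjusted p from camera in limma was 0.0108 for splicing factors in LPD, 0.382 for chemokines in MD-LPD and 0.00127 for zinc finger genes in WD. Without a filter, 1285 genes for MD-WD and 1307 for MD-WD against WD were found, 2 of the latter after adjustment, and 102 were shared by all 4 diets.

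Livers with 1 animal number in different groups did not pair, with a mean correlation of 0.0229 over 38 pairs, of which 7 were above 0.1, and -0.0027 over the others. With this number as a block, 2322 genes were found for LPD and 3056 for MD-LPD against LPD, 2 genes after adjustment for MD-LPD, and 109 genes shared by WD and MD-WD. Under the block, 5 lipid genes, 1 cardiac gene and 6 Figure 3G genes were found, and WD and MD-WD ranked 1 by distance. The blocked adjusted p from camera in limma was 0.0658 for ubiquitin genes and 0.123 for chemokines in MD-LPD, 0.0446 for adhesion in MD-WD, and 0.925 with the direction reversed for heat shock proteins in MD-LPD.

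With only the 12 livers compared, 1 gene passed adjustment for MD-LPD, 17 genes were shared by all 4 diets, and 5 lipid, 0 immune, 3 cardiac and 4 Figure 3G genes were found. A pseudocount of 0.1 gave 1 gene after adjustment in each of MD-LPD, WD and MD-WD, and WD and MD-WD ranked 3 by distance. At an unadjusted threshold of 0.01, 15 genes were shared by LPD and MD-LPD, 5 by WD and MD-WD and 5 by all 4 diets.

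DESeq2 gave, after adjustment, 3 genes for LPD, 1 for MD-LPD, 4 for WD, 1 for MD-WD, 7 for MD-LPD against LPD and 1 for MD-WD against WD. Over all genes these were 7, 4, 6, 3, 12 and 6. Both found 12 immune and 22 Figure 3G genes, and WD and MD-WD ranked 4 by distance. The edgeR test found 11 immune and 20 Figure 3G genes, also with a rank of 4. With DESeq2 restricted to genes with an assigned name, 939 genes were found for LPD, 544 for WD and 452 for MD-WD against WD. After adjustment 1, 1, 2 and 6 genes were left for LPD, MD-LPD, WD and MD-LPD against LPD. Here 40 genes were shared by WD and MD-WD, and 22 Figure 3G genes were found with a rank of 4. Protein-coding genes alone gave 913 for LPD, 524 for WD and 479 for MD-WD, and the same with an adjusted p required. Names with clone names kept gave 944 and 548 for LPD and WD. Fitting 2 groups alone gave 1000 and 672 for protein-coding genes, 1022 and 695 for named genes, and 916 and 672 for protein-coding genes with an adjusted p. After adjustment this left 20 genes for LPD, 28 for MD-LPD, 9 for WD and 3 for MD-WD over all genes, 15, 18, 4 and 0 over protein-coding genes, and 16, 19, 5 and 0 over named genes.

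Quantile normalization moved the share of higher genes from 62.4% to 48.2% for LPD and from 65.6% to 53.1% for WD, and TMM moved it from 51.9% to 65.2% for MD-LPD and from 45.3% to 57.8% for MD-LPD against LPD. With quantile normalization, 3 lipid, 3 cardiac and 5 Figure 3G genes were found. Its adjusted p from camera in limma was 0.178 for transport, 0.232 for endosome and 0.00325 for splicing genes in LPD, 0.149 for ubiquitin genes in MD-LPD, 0.109 for them in WD and 0.216 for transport in MD-WD. The direction reversed in MD-LPD for transport (0.945) and heat shock proteins (0.835).

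With the correlation estimated, the adjusted p from camera in limma was 0.539 for lipid, transport and endosome genes in LPD, chemokines in MD-LPD, ubiquitin genes in WD and MD-WD and cardiac genes in MD-WD. It was 0.586 for ubiquitin, histocompatibility and complement genes in MD-LPD and transport in MD-WD, and 0.753 for the respiratory chain. With fry in limma it was 0.487 for the 3 LPD families, histocompatibility genes and chemokines in MD-LPD, ubiquitin genes in WD and MD-WD and cardiac genes. It was 0.645 for ubiquitin genes, 0.743 for the respiratory chain and 0.606 for complement in MD-LPD, and 0.634 for transport in MD-WD. The direction reversed in fry for zinc finger genes and heat shock proteins in MD-LPD (0.984 each). With Reactome pathways in place of families, MD-LPD gave an adjusted p in limma of 0.481 for transport, reversed, and 0.58 for ubiquitin.

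With the TEC reads as a covariate, 626 genes were found for WD, 191 shared by LPD and MD-LPD, and 2 lipid genes, and WD and MD-WD ranked 3 by distance. The adjusted p from camera in limma was 0.673 for transport, 0.362 for endosome and 0.0306 for splicing genes in LPD, 0.401 for ubiquitin genes in WD and 0.394 for transport in MD-WD.

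Across the 12 fits that each left out 1 liver, the genes below the threshold ranged from 963 (without CD replicate 9) to 2709 (without CD replicate 7) for LPD, from 649 (without WD replicate 8) to 2081 (without CD replicate 7) for WD, from 590 (without CD replicate 5) to 1256 (without CD replicate 7) for MD-WD, from 799 to 1430 for MD-LPD, from 572 to 853 for MD-WD against WD, and from 1239 (without LPD replicate 6) to 2602 (without LPD replicate 3) for MD-LPD against LPD. After adjustment they ranged from 0 to 1 for WD, MD-WD, MD-LPD against LPD and MD-WD against WD. The lipid genes found ranged from 2 (without LPD replicate 6) to 11, the immune genes from 0 (without CD replicate 1) to 5, and the cardiac genes from 1 (without CD replicate 9) to 5. The log2 fold change of H2-Ab1 in MD-LPD ranged from -0.011, reversed, without MD-LPD replicate 3 to 0.48. Of 1488 values for single genes, 1238 kept their side, 195 lost it, 54 gained it and 1 reversed.

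Depth limits the genes without reads in CD, for which only lower bounds could be given. On simulated data, 78% of genes changed 2-fold were recovered at this number of livers, so smaller changes may be missed. None of the changed genes had low mean counts and genes were drawn independently, so recovery in these livers may be lower. The share of variance by diet, 14%, was between 13.8% and 15% in all alternatives that were run.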

Differences from the paper's values

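For nearly all genes the paper names, its directions match the deposited values only with the sign reversed, that is as CD relative to the diet, and the numbers in this part are compared on that scale. Genes the paper counts as down-regulated are set beside genes higher in the diet group here. The restrictions of DESeq2, 11 in all, and the covariate for TEC reads were chosen after seeing the values.

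The paper reports 743 differentially expressed genes for LPD, against 1538 here. Of the alternatives set before the data were examined, the filter at a mean of 50 (883) lies within 1.5 times the paper's value, as do the fits without CD replicate 1 (1047), CD replicate 5 (1052), CD replicate 9 (963), LPD replicate 4 (1093) or LPD replicate 6 (1022), and the others do not. Chosen after seeing the values, DESeq2 over genes with an assigned name gave 939, protein-coding genes 913, named genes with clone names kept 944, the 2 groups alone 1000 for protein-coding genes, 1022 for named genes and 916 for protein-coding genes with an adjusted p, and the covariate 1084. For WD the paper reports 540, against 1081 here. The filter at a mean of 50 (550) and the fits without CD replicate 1 (708), CD replicate 5 (705), CD replicate 9 (779), WD replicate 7 (758) or WD replicate 8 (649) lie within 1.5 times of it, and the other alternatives set before the data were examined do not. Chosen after seeing the values, named genes in DESeq2 gave 544, protein-coding genes 524, clone names kept 548, the 2 groups alone 672 or 695, and the covariate 626.

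For MD-WD the paper reports 508, against 767 here. Among the alternatives set before the data were examined, a pseudocount of 5 (731), the filter at a mean of 50 (415), edgeR (597), DESeq2 (660) and TMM normalization (726) lie within 1.5 times of it. So do the fits without CD replicates 1 (627), 4 (704), 5 (590) or 9 (674) and without MD-WD replicates 1 (724), 2 (714), 6 (740) or 8 (636), and the others do not. Chosen after seeing the values, DESeq2 gave 732 over all genes, 514 over named genes, 479 over protein-coding genes, 516 with clone names kept, and 608 or 645 with the 2 groups alone.

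For LPD and MD-LPD the paper reports 33 shared genes in its down-regulated direction, against 54 here. The filter at a mean of 50 (30) and quantile normalization (39) closed the gap, other alternatives set before the data were examined did not, and DESeq2 over named genes, chosen after seeing the values, gave 43. For WD and MD-WD the paper reports 15, against 31 here, where the filter at a mean of 50 (10) and DESeq2 (19) closed the gap and the other planned ones did not. DESeq2 over named genes, chosen after seeing the values, gave 12. For all 4 diets the paper reports 17, against 29 here, where a pseudocount of 5 (23), the fit to 12 livers (12) and quantile normalization (25) closed it, and DESeq2 over named genes, chosen after seeing the values, gave 24. In the opposite direction the paper reports 1 gene in all 4 diets, against 3 here, and only the filter at a mean of 50 (1) gave the paper's number. Over both directions the paper reports 43 genes shared by WD and MD-WD, against 67 here. A pseudocount of 5 (61), the filter at a mean of 50 (36), edgeR (53), DESeq2 (53) and TMM (62) closed the gap, and the others set before the data were examined did not. DESeq2 over all genes (59) and over named genes (40) were chosen after seeing the values.

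The paper states that Sla2 rises in every group, and its log2 fold change here was -0.82 or lower in each diet, or 0.82 or more on the reversed scale. The paper states that the lipid genes rise in LPD, where all 11 were lower here, with a mean log2 difference of -0.22. It states that the immune genes fall in MD-LPD and the cardiac genes in MD-WD, where the mean differences were 0.48 and 0.51. Of the families it gives as raised, lipid metabolism in LPD (median log2 fold change -0.11) and ubiquitin genes in WD (-0.04) were lower here by camera. Transport genes (95 higher and 106 lower) and zinc finger genes (225 higher and 241 lower) were divided in MD-LPD. The respiratory chain was higher in MD-LPD by camera (0.06). This is the direction the paper's wording gives, but on the reversed scale used in this part it is the opposite one. None of these calls held with fry.

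DESeq2, set before the data were examined, calls genes that the paper names and limma does not. These are Adipor1, Slc27a2 and Acads in LPD, and C8a, C8b, C9, H2-D1, H2-Ab1, H2-Eb1, Fcgr1, Cx3cr1, Mefv and Tlr12 in MD-LPD. It also calls Tgfb3, Matcap1, Col1a1, Rgs9bp, Trim71, Gli2, Unc5cl, Fmr1nb, Dnah1, Adat3, Efcab12 and P2rx1 in the diets where limma did not. Some of these are also called by edgeR, quality weights, the fit to 12 livers, a pseudocount of 0.1, TMM or quantile normalization, the animal number as a block or fits without single livers, and by the covariate, chosen after seeing the values. Apln in MD-WD was called under none of the settings run. The paper states that WD and MD-WD cluster together, and here LPD and WD were closest (2.25). The filter at a mean of 50 and the animal number as a block joined WD and MD-WD first. Quality weights joined LPD and MD-WD first (2.15). The paper states that LPD varies most, and here the SD of the log2 fold changes was largest for MD-LPD (1.27).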

Other observations

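The tests of TEC reads, of another reference group, of shared genes against permuted labels and of the direct comparisons were chosen only after the results were seen.

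Other splits of the same 12 livers often gave as many genes below an unadjusted limma p of 0.05 as the real groups. Of 100 splits, the real one included, 21 did so for LPD, 66 for MD-LPD, 30 for WD and 56 for MD-WD, and 26 for MD-LPD against LPD and 70 for MD-WD against WD. For the genes shared between diets, 20 of 100 permutations of the labels gave as many for LPD and MD-LPD, 50 for WD and MD-WD and 51 for all 4 diets. In limma LPD and WD shared the most, 206 genes, and in 32 of 100 permutations the largest of the 6 pairs of diets shared as many. The numbers of genes are consistent with a random grouping of these livers, and an effect of the diets on single genes stays open.

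The first principal component held 13.3% of the variance between livers. It followed the log2 normalized count on the 2564 genes that await experimental evidence (TEC), taken here as a measure of unspliced RNA, with Pearson's r of 0.989 and Spearman's rho of 0.984 over 30 livers (permutation p = 0.00001 for each, the smallest that the permutations can give, and 0.000015 after adjustment over 3 relations). Without the 2 farthest livers r was 0.986, and within groups it was between 0.949 and 0.997. TEC genes that passed the filter also entered the component, so part of this relation is built in. The component was not computed without them. A candidate explanation for part of the LPD and WD genes is the amount of unspliced RNA in the libraries. With it as a covariate, 1084 genes were below the threshold for LPD, under the 1139 expected by chance but above the 958.5 of permuted labels without it, and 544 of them were among the 1538 found without it. This lies within the range of 963 to 2709 that leaving out single livers gave, so the evidence is weak. For WD the number fell from 1081 to 626, of which 373 were among the 1081, below the range of 649 to 2081 without single livers. For MD-LPD it rose from 1070 to 1551, above the range of 799 to 1430, which argues against it there. For MD-WD it rose from 767 to 925, with 619 found in both, within the range of 590 to 1256, so nothing is decided. The count itself did not differ between LPD and CD (two-sided exact permutation test, p = 0.216), and whether it varies with tissue handling or biology was not tested.

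The directions opposite to those of the paper were tested by taking another group as the reference. With CD, DESeq2 found 22 of the 22 Figure 3G genes below an unadjusted p of 0.05 in all 4 comparisons, and with any other group it found 0. An exchange of CD with another group is therefore argued against. In DESeq2 every gene with a log2 fold change beyond 15 was lower in the diet (6 for LPD, 3 for MD-LPD, 3 for WD and 2 for MD-WD).

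The time of day at cull could change many genes. Over 13 clock genes, the groups accounted for 9.77% of the variance, where 13.8% is expected (permutation p = 0.674). This gave no sign of it, but a small difference in time cannot be told apart from none with 6 livers per group.

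Over the 72 tests of marker lists, none passed the correction. The smallest p values were those of lower Kupffer cell genes in LPD (-0.54, exact permutation p = 0.00433, adjusted 0.312) and WD (-0.49, exact permutation p = 0.0195, adjusted 0.351), higher fibroblast genes in LPD (0.15) and higher immediate early genes in MD-WD (0.28). The largest differences were others, 0.82 for acute phase genes in MD-LPD (exact permutation p = 0.247) and 0.55 for heart and skeletal muscle genes in LPD (exact permutation p = 0.206). Every other list had an adjusted value of 0.717 or more. The share of reads on mitochondrial genes was 6.98% ± 0.521 (SD, n = 6) in MD-LPD and 8.1% ± 0.364 (SD, n = 6) in CD (two-sided exact permutation test, p = 0.00433, not adjusted for the other measures compared).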
